# Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction

**DOI:** 10.1016/j.jhepr.2026.101817

**Published:** 2026-03-12

**Authors:** Bridget P. Keenan, Zenghua Fan, Bryan Khuong Le, Quincy Harris, Jocelin Chen, Matthew Clark, Averey Lea, Li Zhang, Alexander Cheung, Frances Lara, John D. Gordan, Paige Bracci, Spencer C. Behr, Lawrence Fong, Alan P. Venook, Edward J. Kim, Robin K. Kelley

**Keywords:** Immunotherapy, Hepatocellular carcinoma, Child-Pugh score, Monocytes, Cirrhosis

## Abstract

**Background & Aims:**

Immune checkpoint inhibition (ICI) and anti-angiogenic therapies are active in hepatocellular carcinoma (HCC), although patients with impaired hepatic function have worse outcomes.

**Methods:**

We conducted an open-label phase II clinical trial to assess the safety and efficacy of the multikinase inhibitor, sorafenib, combined with nivolumab, in patients with advanced HCC and varying liver function. In a Part 1 safety lead-in, we investigated the maximum-tolerated dose (MTD) of the combination in patients with Child-Pugh A or B7. In Part 2, we enrolled patients with Child-Pugh B7-9 HCC with the primary endpoint of grade ≥3 treatment-related adverse event (TRAE) incidence. Exploratory endpoints included immunological biomarkers.

**Results:**

Overall, 25 patients were consented and 16 eligible patients enrolled. In Part 1, dose-limiting toxicity occurred in one of six patients in Dose Level -1, and two of five patients in Dose Level 1; Dose Level -1 was determined to be the MTD. In total, 69% of patients experienced a grade ≥3 TRAE, with similar distribution for patients with Child-Pugh A and B (70%, 95% CI: 0.35–0.93 *vs.* 66.7%, 95% CI: 0.22–0.96). The objective response rate was 6% and median overall survival was 12.99 months (Child-Pugh A: 15.26 and Child-Pugh B: 10.41). We found that patients with Child-Pugh B liver disease harbored more circulating suppressive CD14^+^ monocytes at baseline compared with those with Child-Pugh A disease.

**Conclusions:**

Although combination sorafenib and nivolumab demonstrated acceptable safety at the MTD in both Child-Pugh subgroups, the objective response rate was below the prespecified threshold to be declared worthy of further exploration. A distinct immune cell profile in patients with Child-Pugh B disease might define mechanisms of resistance and potential therapeutic targets in this population with unmet clinical need.

**Impact and implications:**

This study addresses the crucial need for effective therapies for patients with advanced HCC and compromised liver function, a population historically excluded from many clinical trials. The findings suggest that, although the combination of sorafenib and nivolumab demonstrated acceptable safety across different liver function subgroups, there was a low response rate overall. Importantly, the discovery of distinct immune profiles, particularly an increase in suppressive immune cells in patients with worse liver function, provides insights into potential mechanisms of resistance to immunotherapy. These results are crucial for understanding how we can improve the treatment of advanced HCC, especially in patients with impaired liver function.

**Clinical trial:**

NCT03439891.

## Highlights

• The combination of sorafenib and nivolumab showed acceptable safety in Child-Pugh A/B HCC.
• Grade ≥3 TRAEs occurred in 69% of enrolled patients.
• The objective response rate of 6% did not meet the threshold for further exploration.
• Patients with Child-Pugh B disease had more suppressive CD14^+^ monocytes at baseline.
• Myeloid cells should be targeted in advanced liver disease to overcome resistance.

## Introduction

Hepatocellular carcinoma (HCC) is the third leading cause of cancer death worldwide and is increasing in incidence in the USA.[1], [2], [3] Most patients are diagnosed with, or progress to, advanced stages of disease requiring systemic therapies, although only a subset of patients experience durable benefit. Antiangiogenic therapies, including multikinase inhibition with agents such as sorafenib, lenvatinib, cabozantinib, and regorafenib, have been a mainstay of therapy for advanced HCC since the pivotal SHARP trial demonstrated improvement in overall survival (OS) with sorafenib compared with placebo.^4^ Immune checkpoint inhibition (ICI) with monoclonal antibodies targeting programmed cell death protein 1 (PD-1) and programmed cell death ligand 1 (PD-L1), such as nivolumab, pembrolizumab, atezolizumab, and durvalumab, can achieve durable objective responses in 15–18% of patients but low rates of disease control overall.[5], [6], [7], [8]

Combining antiangiogenic therapy with ICI holds the potential to augment the immune response through modulation of both the tumor immune microenvironment and microvasculature.[9], [10], [11] Multikinase inhibitors, the targets of which include vascular endothelial growth factor (VEGF) receptor isoforms, have been shown to differentially inhibit immunosuppressive immune cell populations, including regulatory T cells and myeloid cells, as well as inducing PD-L1 expression on immune cells, factors that might favor immune responses on ICI.[12], [13], [14], [15], [16], [17] Inhibition of VEGF or its receptors could also foster an immune responsive microenvironment through normalization of microvasculature.^18^^,^^19^

The benefit of combining ICI with VEGF-targeted therapies in HCC has been established in multiple phase III clinical trials.[20], [21], [22] The combination of atezolizumab plus bevacizumab was demonstrated to be superior to sorafenib in the IMbrave150 trial, with median OS of 19.2 months for atezolizumab plus bevacizumab *vs.* 13.4 months for sorafenib (hazard ratio [HR] 0.66).^20^^,^^23^ Likewise, the combination of VEGR receptor (VEGFR)-2 inhibition with rivoceranib and the anti-PD-1 ICI, camrelizumab, showed significant prolongation of OS and progression-free survival (PFS) in the CARES-310 trial, but was accompanied by higher rates of grade 3 and 4 toxicity.^21^ In the COSMIC-312 trial, a regimen of cabozantinib plus atezolizumab also achieved significant prolongation in PFS over standard sorafenib, but failed to improve OS, with higher rates of toxicity.^22^ Collectively, these studies validate the activity of ICI combined with antiangiogenic agents in HCC but underscore the potential for higher rates of toxicity.

Despite these recent advances in treatment options, an ongoing challenge remains to characterize the safety and efficacy of systemic therapies in patients with greater degrees of underlying liver dysfunction. Patients with more severe underlying liver dysfunction represent a substantial proportion of advanced HCC (40–50%) but historically have been excluded from prospective clinical trials because of poor prognosis.^24^^,^^25^ Retrospective data and small prospective studies suggest that patients with worse degrees of liver dysfunction, including patients with Child-Pugh scores of B or albumin–bilirubin (ALBI) grade 2 or higher, have lower rates of objective response and shorter median OS on systemic therapies, including ICI, compared with patients with preserved liver function, although rates of immune-related adverse events (IRAE) are similar.^5^^,^[26], [27], [28], [29], [30], [31], [32] Although there are poorer overall outcomes compared with Child-Pugh A, a subset of patients with Child-Pugh B cirrhosis achieve robust responses on ICI-based therapy that exceed the rate and duration of response for sorafenib monotherapy, underscoring the importance of identifying mechanisms of response and resistance in this vulnerable population with poor prognosis.^28^^,^[33], [34], [35], [36]

We developed this pilot study to examine the safety and preliminary efficacy of the combination of sorafenib with nivolumab in patients with advanced stages of HCC and varying degrees of liver dysfunction, along with exploring changes in peripheral blood immune cell profiles on treatment. At the inception of this study, there was no established first-line combination immunotherapy regimen for advanced HCC. With mid-study regulatory approvals of combination immunotherapy regimens in patients with preserved liver function, the focus of the study was amended to advanced HCC with Child-Pugh B liver dysfunction, an area of ongoing unmet clinical need. Beyond clinical endpoints of safety and preliminary efficacy, we explored blood samples using high-dimensional single cell transcriptomics and proteomics to understand immune responses to the treatment combination, along with the contributions of liver disease etiology and severity.

## Patients and methods

### Trial design

This was a single-arm, multicenter, investigator-initiated phase II trial with safety lead-in to evaluate the safety and efficacy of sorafenib and nivolumab for the treatment of patients with advanced unresectable HCC, without prior systemic therapy, with Child-Pugh A or B liver function. Participants were enrolled at two sites: University of California, San Francisco (UCSF) in San Francisco, CA, USA and University of California, Davis (UCD) in Davis, CA, USA. This study was conducted in accordance with the Declaration of Helsinki and after approval by the UCSF Cancer Center and UCD Institutional Review Boards. Both study sites were monitored by the UCSF Data and Safety Monitoring Committee (DSMC) according to the NCI-approved Data and Safety Monitoring Plan for multicenter trials. All patients provided written informed consent. The study was registered at Clinicaltrials.gov as NCT03439891. Part 1 of the pilot study was designed to first determine the maximum-tolerated dose (MTD) of sorafenib in combination with nivolumab in an Escalation Cohort with 3 + 3 design. Given the mid-study regulatory approvals of other combination immunotherapy regimens for patients with advanced HCC and Child-Pugh A liver function,^7^^,^^20^ the Part 2 Expansion Cohort of this study was amended to restrict eligibility to Child-Pugh B liver function to address the unmet clinical need in this population. The study was discontinued early in December 2022 because of the changing treatment landscape resulting in slow accrual.

### Patients

Patients with advanced or unresectable HCC,^37^ measurable by RECIST 1.1, who had not been treated with previous systemic therapy were eligible. In Part 1, patients with a Child-Pugh score of A or B7 were eligible; in Part 2, eligibility required a Child-Pugh score of B7–9 liver function. Patients were required to be age 18 years or older and have ECOG performance status of 0–1 at the time of enrollment. Patients with HBV infection were allowed with appropriate antiviral prophylaxis, but patients with both active HBV and HCV or HDV were excluded. Patients with uncontrolled ascites, hepatic encephalopathy within the past 6 months, or upper gastrointestinal bleeding within the past 12 months were excluded. Treatment with systemic steroids or other immunosuppression, active autoimmune disease, and uncontrolled high blood pressure (>140/90 mmHg at study entry) were also exclusions. Treatment with previous chemoembolization, radioembolization, local ablative therapies, or hepatic radiation was not allowed within 4 weeks of enrollment, and hepatic resection was not permitted within 6 weeks of enrollment.

### Treatment

In the Part 1 dose escalation portion of the study, patients were treated with sorafenib at a starting dose of 400 mg orally once daily (Dose Level -1) or 400 mg orally twice daily (Dose Level 1) plus nivolumab 240 mg intravenously every 2 weeks. In the Part 2 dose expansion portion of the study, patients were treated at the MTD, which was sorafenib 400 mg orally once daily and nivolumab 240 mg intravenously every 2 weeks. Treatment was continued until progression, unacceptable toxicity, withdrawal of consent, or the study end.

### Assessments

Adverse events were graded and recorded throughout the study according to NCI CTCAE Version 4.03. For Part 1 of the study, the dose-limiting toxicity (DLT) window was 28 days (1 cycle). Subjects had to receive two doses of nivolumab and at least 75% of sorafenib doses within 28 days (1 cycle), or experience a qualifying DLT event, to be evaluable for DLT. DLTs were defined as clinically significant toxicities that were at least possibly treatment related and met the criteria listed in the study protocol. Dose escalation was determined in a standard 3 + 3 design. Cross-sectional imaging with multiphase computed tomography (CT) or magnetic resonance imaging (MRI) of abdomen plus pelvis and CT scan of chest with/without or without contrast was performed at screening, then every 8 weeks until end of treatment. Tumor responses were measured using RECIST 1.1. The evaluable population for the secondary efficacy endpoints included all patients who had received at least one complete cycle of therapy (4 weeks) and had restaging imaging for response assessment or were removed for clinical progression.

### Endpoints

In the Part 1 safety lead-in, the primary endpoint was establishing the MTD of the combination of sorafenib and nivolumab in patients with Child-Pugh A–B7 liver function. In Part 2, the primary endpoint was the safety of the combination in patients with Child-Pugh B liver function. Secondary endpoints included the following: safety and tolerability of the combination overall; rate of IRAEs for the combination overall and in patients with Child-Pugh B liver function; objective response rate (ORR) by RECIST 1.1; and duration of response (DOR); PFS, and OS for the overall study and in patients with Child-Pugh B liver function. An ORR of 15% was prespecified as the target threshold for efficacy to consider further study of the combination.

### Research biospecimens

Peripheral blood mononuclear cells (PBMCs) were obtained from patients pre- and on-treatment for the subset of patients treated at the UCSF study site (Table 1; Table S1). Blood samples were processed using Ficoll (Cytiva, Marlborough, MA, USA); after centrifugation, the PBMC layer was isolated and cryopreserved in cell media with human serum and DMSO. Previously frozen PBMCs were thawed using media containing RPMI, heat-inactivated sterile filtered FBS, penicillin–streptomycin, non-essential amino acids, sodium pyruvate, and L-glutamine. For tissue correlation with PBMC findings, tumor samples were collected from a separate cohort of patients undergoing resection and consented under the UCSF Hepatobiliary Tissue Bank and Registry (IRB #12-09576) (n = 7 patients total; Table S2). For some resections, adjacent liver tissue was also available and processed in parallel. Samples were digested in RPMI containing Collagenase I & II (0.1 mg/ml, Sigma-Aldrich, St. Louis, MO, USA) and DNAse I, minced, and digested for 1 h using the GentleMACS system (Miltenyi Biotec, Bergisch Gladbach, Germany). Isolation of live cells (and, in some cases, CD45^+^ cells following sorting for live cells) was performed using MACS LS columns (Miltenyi Biotec).

**Table 1:** Demographic characteristics of patients enrolled in the Phase II clinical trial of combination sorafenib and nivolumab.

Demographic	Part and sorafenib starting DL			
	DL -1 (Part 1)	DL 1 (Part 1)	DL -1 (Part 2)	Overall
	n = 6	n = 5	n = 5	n = 16
Median age, years (SD)	64 (4.1)	67 (10.3)	66 (6.6)	66 (7.3)
Male, n (%)	5 (83.3)	3 (60)	5 (100)	13 (81.3)
Race, n (%)				
White	3 (50)	1 (20)	4 (80)	8 (50)
Black or African-American	1 (16.7)	0	0	1 (6.3)
Asian	2 (33.3)	4 (80)	1 (20)	7 (43.8)
American Indian or Alaska Native	0	0	0	0
Ethnicity				
Non-Hispanic/Latinx	6 (100)	4 (80)	3 (60)	13 (81.3)
Hispanic/Latinx	0	1 (20)	2 (40)	3 (18.8)
Viral status				
HBV+∗	3 (50)	4 (80)	2 (40)	9 (56.3)
HCV+∗	3 (50)	1 (20)	2 (40)	6 (37.5)
Non-viral	1 (16.7)	1 (20)	2 (40)	4 (25)
ECOG at enrollment				
0	5 (83.3)	1 (20)	2 (40)	8 (50)
1	1 (16.7)	4 (80)	3 (60)	8 (50)
Child-Pugh score at enrollment				
A5	4 (66.7)	2 (40)	0	6 (37.5)
A6	2 (33.3)	2 (40)	0	4 (25)
B7	0	1 (20)	3 (60)	4 (25)
B9	0	0	2 (40)	2 (12.5)
ALBI grade at enrollment				
1	2 (33.3)	0	0	2 (12.5)
2	4 (66.7)	4 (80)	2 (40)	10 (62.5)
3	0	1 (20)	3 (60)	4 (25)
BCLC				
B	1 (16.7)	1 (20)	2 (40)	4 (25)
C	5 (83.3)	4 (80)	3 (60)	12 (75)
Alpha-fetoprotein ≥400 ng/ml, n (%)	1 (16.7)	2 (40)	2 (40)	5 (31.3)
Extrahepatic disease	5 (83.3)	5 (100)	2 (40)	12 (75)
Vascular invasion	3 (50)	1 (20)	4 (80)	8 (50)

ALBI, albumin–bilirubin; BCLC, Barcelona Clinic Liver Cancer; DL, dose level.

∗ Some patients were both HBVcAb+ and HCV antibody positive, but were HBsAg negative.

### Single cell RNA sequencing/CITEseq

We then combined 1.1x10^5^ cells from each PBMC sample into staining buffer (1 mmol/L EDTA and 2% heat-inactivated FBS in calcium/magnesium-free Dulbecco PBS; Thermo Fisher Scientific, Waltham, MA, USA) and stained with one pooled cocktail containing a custom panel of 197 Total-Seq C antibody–oligonucleotide conjugates (BioLegend, San Diego, CA, USA) as per standard protocols (Supplementary CTAT Table) following pre-incubation with TruStain FcX (Fc Receptor Blocking Solution, BioLegend). Droplet-based single cell RNA sequencing (scRNAseq) was performed using the 10X Genomics Chromium Single Cell 5ʹ Reagent Kits v2, according to the manufacturer’s instructions. 10X Genomics 5′ v2 Library Construction kits for feature barcoding (protein antibodies) and TCR amplification were used to generate libraries as per the manufacturer’s instructions. scRNAseq of tumor samples was completed on fresh material with 10X 5’ v1 kits. All sequencing was performed on an Illumina NovaSeq S4 sequencer with paired end 200 bp read length and 25,000 reads per droplet for gene expression libraries and 5,000 reads per cell for feature barcode and TCR libraries.

### Bioinformatics

CellRanger (10X Genomics, Genome Build: GRCh38 3.0.0, Supplementary CTAT Table for all software versions) was used to align the raw sequencing data. The feature barcoding library sequences were aligned to a customized reference genome provided by BioLegend containing the oligonucleotide sequences corresponding to each antibody. Pooled samples were demultiplexed by a genotyping-free pipeline Freemuxlet to assign cells to each individual patient.^38^ Doublet detection was run by Scrublet^39^ using default parameters on each sample. We used the Scanpy^40^ data analysis pipeline for preprocessing and analysis of scRNAseq data. We applied the following cutoffs for filtering high quality cells: <10% mitochondrial genes, >100 and <2,500 genes expressed per cell, and excluded platelets, red blood cells, and doublets. We filtered out ribosomal genes and genes detected in fewer than three cells. Following sequencing alignment, preprocessing, quality control, and doublet removal, we recovered 177,000 cells from all samples combined, corresponding to >3,000 cells per sample. We log_2_ plus one transformed and normalized the data to 10,000 counts per cell, regressed out the percentage of mitochondrial genes and number of gene counts, and scaled genes to unit variance. We performed batch correction using Harmony^41^ and then performed k-nearest neighbor graph construction and clustering on gene expression data; for analysis of all immune cells, we clustered cells with a resolution of 1.0. We reclustered on myeloid or T cells individually, removing any contaminating cells (non-myeloid or non-T cell); for myeloid cells, we used a resolution of 0.6, whereas, for T cells, we used resolution 1.3. We processed protein data by normalization and log_2_ plus one transformation as for RNA. Differential gene expression analysis was performed by the package Memento,^42^ where significant genes (*p* <0.01) were selected for pathway enrichment analysis by GSEA implemented by the prerank module from package GSEApy^43^ and normalized enrichment scores <1 or >1 were selected for visualization. Similarity comparison of cell clusters between two datasets was performed by the pseudobulk method described previously,^44^ in which gene expression was aggregated from the cell level to the sample level. Shared genes in both datasets were selected for the correlation calculation, while, in each dataset, the union of top 100 genes in each cell cluster was selected.

### Statistical analysis

Part 1 of the study was designed as a safety lead-in. A standard 3 + 3 dose escalation was used to determine the MTD. In Part 2 of the study, patients with Child-Pugh B disease were enrolled at the MTD with the primary endpoint of safety as measured by rate of grade ≥3 TRAEs (CTCAE v. 4.03) assessed as at least possibly related to sorafenib, nivolumab, or the combination of therapies. An acceptable rate of grade ≥3 TRAEs was predefined as no more than 50% based upon the previously reported rate of grade ≥3 TRAE of 24.5% among patients with Child-Pugh B7–8 HCC treated with nivolumab in the CheckMate 040 Child-Pugh B cohort^33^ and 28% of patients with Child-Pugh B7–9 HCC treated with nivolumab in a retrospective institutional cohort,^26^ along with rates of grade 3–4 TRAE of 30–36% in patients with Child-Pugh B7–9 HCC treated with sorafenib in the GIDEON registry.^35^ With an expected sample size of 12 patients with Child-Pugh B7–9 HCC treated in Part 2, the 95% CI for determining the rate of grade ≥3 TRAE if the actual rate was 50% would be (0.22–0.78). With an abbreviated sample size of six patients in the Child-Pugh B cohort in Part 2, the 95% CI would be (0.10–0.90) if the actual rate was 50%.

To annotate cells, we used the embedded SCANPY function to identify differentially expressed genes in each cluster compared with the union of the rest of the clusters, which uses the Benjamini–Hochberg method^45^ to control the false discovery rate. For frequency proportions, weighted least squares was used to adjust for the number of cells sequenced in each individual and Benjamini–Hochberg method was used to adjust *p* values for multiple comparisons. To assess the correlations of the frequency of cell types with other cell types, ALBI score, Child-Pugh score, PFS, and IRAEs, we used Spearman’s rank correlation coefficient. For the IRAE correlation analysis, each patient was categorized by the highest grade IRAE if they had multiple occurrences.

## Results

### Study population

Between March 2018 and May 2022, a total of 25 patients were screened and 16 patients were enrolled at the two study sites: UCSF (n = 15), UC Davis (n = 1) (Table 1 and Fig. 1). Eleven patients were enrolled in Part 1, and 5 in Part 2 before study discontinuation. The median age was 66 years (range: 50–82 years), and 81% of patients were men. The study population was representative of the patient population seen at the enrolling sites and was 50% White, 43.8% Asian and 6.3% Black; 18.8% of patients identified as Hispanic/Latinx. Of the patients, 56.3% were HBV-positive, as defined by detectable HBsAg or HBV DNA and/or positive HBcAg, whereas 37.5% of patients had positive HCV antibody, and 25% had nonviral etiology. Liver function was characterized as a Child-Pugh score of A5 in 37.5%, A6 in 25%, B7 in 25%, and B9 in 12.5%, and ALBI grade 1 in 12.5%, 2 in 62.5%, and 3 in 25%. The Barcelona Clinic Liver Cancer (BCLC) stage was C in 75% and B in 25%. Other baseline patient and disease characteristics are summarized in Table 1.

**Fig. 1:**
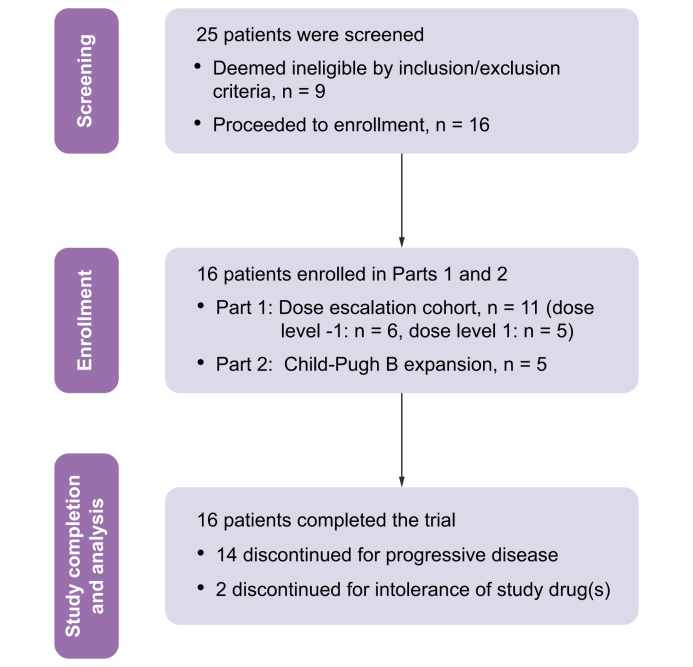
CONSORT diagram outlining trial design and number of patients in each part.

### Safety

In Part 1, we assessed the primary endpoint of MTD of sorafenib in combination with nivolumab in DLT-evaluable patients (n = 11). At the starting dose of sorafenib 400 mg once daily in combination with nivolumab 240 mg intravenously every 2 weeks (Dose Level -1), there was one patient with a DLT (grade 3 rash) and, therefore, the cohort was expanded to three more patients who did not experience DLTs. The dose was escalated to Dose Level 1 (sorafenib 400 mg twice a day in combination with nivolumab); two out of five patients treated experienced DLTs (one with grade 3 hyperbilirubinemia and ascites and another with grade 3 fatigue). Dose reductions or delays were required in one (20%) patient in Dose Level 1, and four (36.4%) in Dose Level -1. The MTD was determined to be Dose Level -1, with sorafenib 400 mg daily and nivolumab 240 mg intravenously every 2 weeks. Part 2 patients were treated at the MTD with the combination from Part 1.

We next evaluated TRAEs that occurred in more than one patient by grade for Parts 1 and 2 combined (n = 16; Table 2), as well as according to dose level (Table S3) and Child-Pugh status (Table S4). The rate of occurrence of any grade 3 or 4 TRAE in Child-Pugh A was 70% (7/10 patients; 95% CI: 0.35–0.93) and in Child-Pugh B, 66.7% (4/6 patients; 95% CI: 0.22–0.96). The most common grade 3–4 TRAEs were palmar-plantar erythrodysesthesia, elevated aspartate aminotransferase, and elevated bilirubin, each occurring in 3/16 patients (18.8%). IRAEs possibly or definitely related to nivolumab were evaluated by grade for Parts 1 and 2 combined (n = 16) (Table S5). The rate of occurrence of any grade 3 or 4 IRAE in Child-Pugh A was 20% (2/10 patients; 95% CI: 0.03–0.56), and in Child-Pugh B, 50% (3/6 patients; 95% CI: 0.12–0.88) (Table S6). Systemic steroids were initiated for treatment of possible IRAEs in 38% (6/16) patients and in all but one case, the steroids were initiated after the first cycle of therapy was completed (Cycle 2 and beyond). Two patients with elevated transaminases initially attributed as IRAEs and treated with steroids were subsequently adjudicated as being more likely to result from disease progression with extensive tumor burden rather than being immune related. Another case of grade 3 rash treated with steroids was adjudicated as being more likely to be related to sorafenib than to nivolumab, based on response to dose reduction in sorafenib and enabling rechallenge with nivolumab after discontinuation of steroids. In total, three of 16 patients (19%) had confirmed IRAE requiring steroids, with one event each of grade 3 keratoacanthoma, grade 2 mucositis, and grade 4 immune-related hepatitis requiring prolonged courses of steroids. The patient with grade 4 immune-related hepatitis later developed grade 5 sepsis because of bacteremia.

**Table 2:** Treatment-related adverse events occurring in more than one patient by Grade.

Treatment-related adverse events occurring in n >1 patient, n (%)	Grade 1 or 2	Grade 3 or 4	Any grade
Rash	10 (62.5)	1 (6.3)	11 (68.8)
Increased aspartate aminotransferase	4 (36.4)	3 (18.8)	7 (43.8)
Diarrhea	6 (37.5)	0	6 (37.5)
Hypertension	5 (31.3)	1 (6.3)	6 (37.5)
Increased alanine aminotransferase	5 (31.3)	0	5 (31.3)
Myalgia	5 (31.3)	0	5 (31.3)
Palmar-plantar erythrodysesthesia syndrome	2 (12.5)	3 (18.8)	5 (31.3)
Dry skin	4 (36.4)	0	4 (36.4)
Hoarseness	4 (36.4)	0	4 (36.4)
Mucositis	3 (18.8)	1 (6.3)	4 (36.4)
Constipation	3 (18.8)	0	3 (18.8)
Decreased appetite/anorexia	3 (18.8)	0	3 (18.8)
Emesis	3 (18.8)	0	3 (18.8)
Fatigue	2 (12.5)	1 (6.3)	3 (18.8)
Hyperbilirubinemia	0	3 (18.8)	3 (18.8)
Nausea	3 (18.8)	0	3 (18.8)
Pruritus	3 (18.8)	0	3 (18.8)
Dyspepsia	2 (12.5)	0	2 (12.5)
Dry eye	2 (12.5)	0	2 (12.5)
Headache	2 (12.5)	0	2 (12.5)
Hypoalbuminemia	2 (12.5)	0	2 (12.5)
Hyponatremia	1 (6.3)	1 (6.3)	2 (12.5)
Weight loss	2 (12.5)	0	2 (12.5)

### Efficacy

We evaluated the efficacy of the treatment combination across both dose levels due to the small sample size. Patients received a median of 4 cycles, with a range of 2-28 cycles administered. The ORR per RECIST 1.1 was 6.3%, with one patient with Child-Pugh A liver disease experiencing a partial response (PR) and no patients with Child-Pugh B liver disease with objective responses (Table 3). The disease control rate was 56.3% (nine of 16 patients), with four patients each with Child-Pugh A and B liver disease experiencing stable disease in addition to the patient with PR. For the one PR, the DOR was 9.73 months. Overall, the median PFS was 2.58 months (95% CI: 2.01–7.17), compared with 2.76 (95% CI: 1.91–NR) for Child-Pugh A and 2.58 (95% CI: 2.04–NR) for Child-Pugh B (Fig. 2A). The median OS was 12.99 months (95% CI: 8.65–35.8), compared with 15.26 (95% CI: 8.65–NR) for Child-Pugh A and 10.41 (95% CI: 2.83–NR) for Child-Pugh B (Fig. 2B). When clinical responses were analyzed by dose of sorafenib, patients treated with Dose Level -1 had longer PFS compared with patients in Dose Level 1 (3.68, 95% CI: 2.83–NR *vs.* 1.84, 95% CI: 1.58–NR months, *p* <0.001), and there was no significant difference in median OS (15.2, 95% CI: 10.03–NR *vs.* 8.78, 95% CI: 5.95–NR months; *p* = 0.932) (Table S7).

**Table 3:** Clinical responses overall and by Child-Pugh status.

Characteristic	Child-Pugh A (n = 10)	Child-Pugh B (n = 6)	Total (n = 16)
CR	0	0	0
PR	1	0	1
SD	4	4	8
PD	5	2	7
NE	0	0	0
Response rate, n (%)			
ORR (CR/PR)	1 (10)	0	1 (6.3)
Disease control rate (CR/PR/SD)	5 (50)	4 (66.7)	9 (56.3)
Kaplan-Meier estimate of median duration of SD, months (95% CI)			
Progression-free survival	2.76 (1.91–NR)	2.58 (2.04–NR)	2.58 (2.01–7.17)
Overall survival	15.26 (8.65–NR)	10.41 (2.83–NR)	12.99 (8.65–35.8)

CR, complete response; NE, not evaluable; NR, non-response; ORR, objective response rate; PD, progressive disease; PR, partial response; SD, stable disease.

**Fig. 2:**
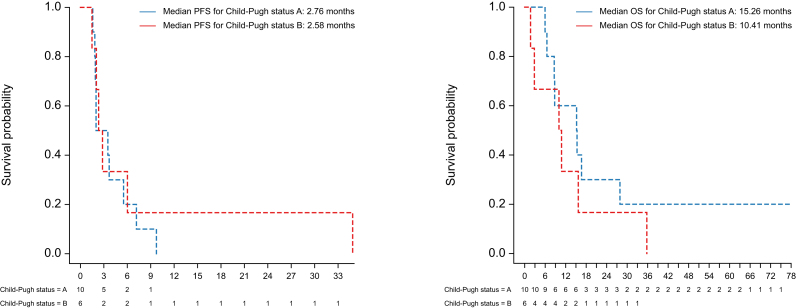
PFS and OS by Child-Pugh liver function status. (A) PFS in months for patients with Child-Pugh A (n = 10) and B (n = 6) liver disease. (B) OS in months for patients with Child-Pugh A (n = 10) and B (n = 6) liver disease. OS, overall survival; PFS, progression-free survival.

### Correlative analysis

We explored the circulating immune response both at baseline and during combination treatment with sorafenib and nivolumab by performing scRNAseq with simultaneous surface proteome analysis (cellular indexing of transcriptomes and epitopes by sequencing; CITEseq) on PBMCs. For analysis of baseline immune profiles according to liver function status, we included five patients who had consented to the clinical trial but did not receive protocol therapy due to screen failure (Table S1) and one patient who was treated but only had PBMC samples available from baseline for a total baseline PBMC sample size of 20. For on-treatment immune responses, correlates of clinical benefit, and longitudinal sample analysis, we only evaluated samples from patients who had PBMCs available from at least the first two timepoints (n = 14). For purposes of the correlative data, given the small number of objective responses and recognizing that some patients who had prolonged disease stabilization with the combination regimen had clinical benefit, we defined disease control (‘DC’) as either a PR or stable disease with PFS of 6 months or longer (PFS6) (n = 2). Non-response (‘NR’) was defined as patients who had progressive disease as the best response or stable disease but did not meet PFS6 (n = 12).

Using the combined CITEseq protein and gene expression information, we identified the main immune cell types within the circulation of patients (Fig. 3A, Fig. S1A–C). We focused on immune changes 2–4 weeks after the first dose of combination therapy, based on previous studies suggesting that pharmacodynamic effects on immune cell profiles are evident within this timeframe^46^^,^^47^ and based upon the prevalence of evaluable samples at this timepoint. Comparing from the baseline timepoint before treatment (‘pre’) to following 2–5 weeks of treatment (‘post’), we examined changes in the frequency of circulating immune cell types (Fig. 3B). Although no formal statistical analysis was possible because of the small number of patients with DC, we observed that the patients with DC had an increase in CD8^+^ T cells and natural killer (NK) cells, and decreased CD4^+^ T cells, dendritic cells (both conventional [cDC] and plasmacytoid [pDC] dendritic cells), and classical monocytes following sorafenib/nivolumab treatment (effect sizes: 0.6, 1.11, 1.35, 1.54, and 1.84, respectively), whereas patients with NR appeared to have more static immune cell frequencies over time.

**Fig. 3:**
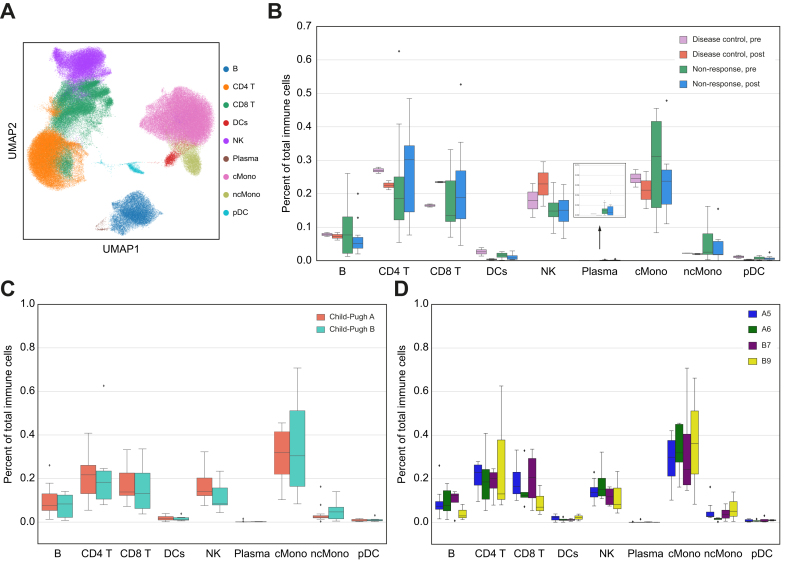
Circulating immune cell responses at baseline and following sorafenib/nivolumab. (A) UMAP plot of PBMCs colored by cell type, where B <svg xmlns="http://www.w3.org/2000/svg" version="1.0" width="20.666667pt" height="16.000000pt" viewBox="0 0 20.666667 16.000000" preserveAspectRatio="xMidYMid meet"><metadata> Created by potrace 1.16, written by Peter Selinger 2001-2019 </metadata><g transform="translate(1.000000,15.000000) scale(0.019444,-0.019444)" fill="currentColor" stroke="none"><path d="M0 440 l0 -40 480 0 480 0 0 40 0 40 -480 0 -480 0 0 -40z M0 280 l0 -40 480 0 480 0 0 40 0 40 -480 0 -480 0 0 -40z"/></g></svg> B cells, CD4 T = CD4^+^ T cells, CD8 T = CD8^+^ T cells, and DCs = conventional dendritic cells. (B) Percentage of each cell type for patients with disease control (n = 2) or non-response (n = 12) before treatment (pre) and following one cycle of combination treatment (post). (C,D) Frequency of immune cell type at baseline (pre) for all patients (n = 20) by (C) Child-Pugh status (A [n = 13] *vs.* B [n = 7)]) and (D) Child-Pugh subscore (A5: n = 8, A6: n = 5, B7: n = 4, B9: n = 3). Boxes denote IQR, whereas bars denote 25% - 1.5xIQR and 75% + 1.5xIQR. Weighted least squares was used to account for different cell number per sample; multiple test adjustment with Benjamini-Hochberg for *p*-values. cMono, CD14^+^ classical monocytes; ncMono, CD16^+^ non-classical monocytes; NK, natural killer cells; plasma, plasma cells; PBMC, peripheral blood mononuclear cells; pDC, plasmacytoid dendritic cells; UMAP, Uniform Manifold Approximation and Projection.

We next evaluated the immune response by liver disease status and etiology because these clinical factors have both been previously associated with the response to immunotherapy.^28^^,^^42^ Comparing at the baseline timepoint, there were no differences in the circulating immune cell frequencies between virally associated (n = 14) and non-viral (n = 6) HCC (Fig. S1D). Furthermore, within subgroups of virally associated HCC, there were no differences between HCV *vs.* HBV, HBV *vs.* non-viral, or HCV *vs.* non-viral, although this was an exploratory analysis because of the small number of patients with each disease association (Fig. S1E). There were also no differences in the proportions of general types of circulating immune cell at baseline by stage of liver disease (Fig. 3C,D).

We previously identified a population of novel circulating CD14^+^ monocytes with increased markers of chemotaxis (‘CD14_CTX_’) that could induce CD4^+^ T cell paralysis and was associated with ICI resistance in biliary tract cancer (BTC), another primary liver cancer,^46^ and hypothesized that these might also exist within the circulation of patients with HCC. In PBMC samples from patients enrolled in the current study, we subclustered on myeloid cells and identified CD14_CTX_ as well as other populations found in BTC (CD14_APC_: CD14^+^ monocytes characterized by antigen processing and presentation machinery and associated with ICI response; CD14_IFL:_ inflammatory CD14^+^ monocytes more frequently observed in healthy donors than patients with BTC; and CD14_ISG:_ CD14^+^ monocytes with an interferon response gene signature), as well as cDC, pDC, and non-classical CD16^+^ monocytes (Fig. S2A–D). We also identified a population of DC-like CD14^+^ monocytes that had gene signatures overlapping those of cDCs but expressed CD14, not previously identified in the peripheral blood of patients with BTC. Infrequent granulocytes and megakaryocytes were seen because of the processing of blood samples, which resulted in the removal of most granulocytic cells.

The frequencies of myeloid cell states appeared static with treatment in the NR group, whereas patients in the DC group had increased CD14_APC_ and CD14_ISG,_ and decreased CD14_CTX_ with treatment (effect sizes: 7.15, 2.69, and 1.3, respectively), resulting in a different myeloid cell composition compared with NR at the post-treatment timepoint (Fig. 4A). Acknowledging the small number of patients with DC, we also analyzed these findings by PFS status, which could be measured in a continuous fashion, performing a correlation analysis of the frequency of each cell population at the post-treatment timepoint with the length of PFS in months. Although this was also an exploratory analysis, we found a positive correlation of PFS with CD14_APC_ and a negative correlation with pDC, granulocytes, and CD14_CTX_ (Fig. 4B). Analysis of differential gene expression by response status revealed that the CD14^+^ monocytes in the DC group but not the NR group specifically upregulated IFNγ, IFNα, fatty acid metabolism, and glycolysis pathways, which might support productive immune responses, whereas the NR group upregulated IL-6/JAK/STAT3 signaling and oxidative phosphorylation, pathways characteristic of suppressive myeloid cell responses (Fig. S2E and F), and generally had fewer genes significantly modulated by combination treatment compared with the DC group (Fig. S2E).

**Fig. 4:**
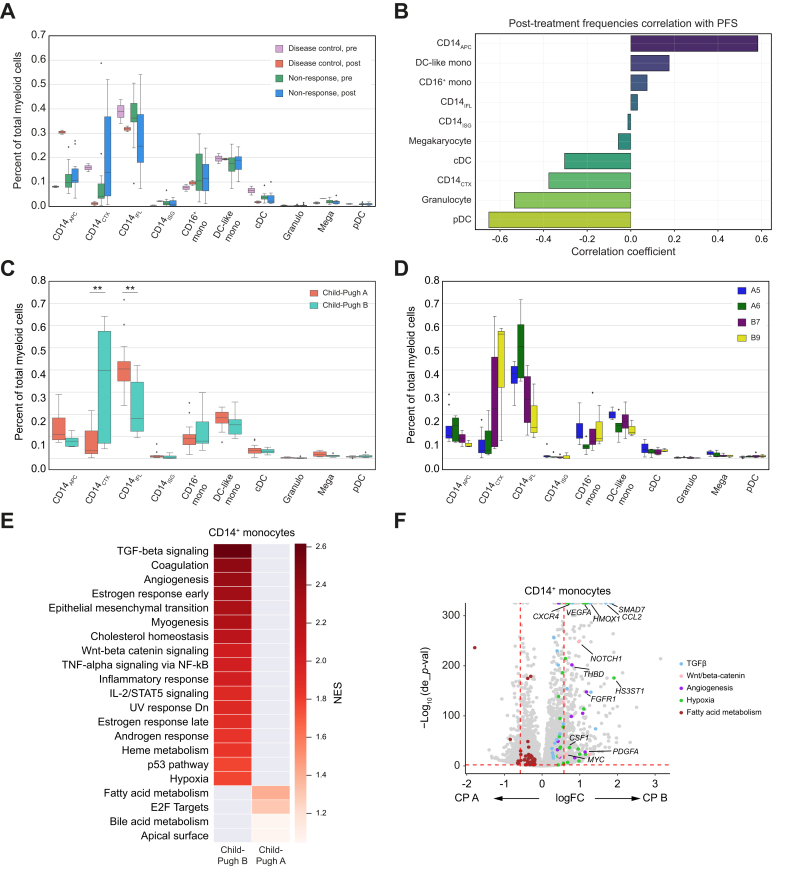
Circulating myeloid cells at baseline and following sorafenib/nivolumab. (A) Percentage of each cell type out of total myeloid cells in circulation for patients with disease control (n = 2) or non-response (n = 12) before treatment (pre) and following one cycle of combination treatment (post). (B) Correlation coefficients for the frequency of each myeloid cell subtype at the post-treatment timepoint and PFS in days. (C,D) Frequency of myeloid cell type out of total circulating myeloid cells at baseline (pre) for all patients (n = 20) by (C) Child-Pugh status (A [n = 13] *vs.* B (n = 7) and (D) Child-Pugh subscore (A5: n = 8, A6: n = 5, B7: n = 4, B9: n = 3). ∗Adjusted *p* <0.05, ∗∗adjusted *p* <0.01. Boxes denote IQR, whereas bars denote 25% - 1.5xIQR and 75% + 1.5xIQR. (E) Pathways enriched within all CD14^+^ monocytes (CD14_ISG_, CD14_CTX_, CD14_APC_, CD14_IFL_, and DC-like monocytes) in the Child-Pugh B compared with Child-Pugh A groups visualized for the top enriched pathways; heatmap corresponds to NES. (F) Differentially expressed genes in Child-Pugh B compared with Child-Pugh A disease, with genes of interest in the indicated pathways highlighted with the corresponding color dot. Weighted least squares was used to account for different cell number per sample; multiple testing adjustment with Benjamini-Hochberg for *p*-values. DC, dendritic cell; NES, normalized enrichment score; PFS, progression-free survival.

In baseline blood samples from patients with Child-Pugh B liver function, there was a higher proportion of CD14_CTX_, compared with Child-Pugh A (Fig. 4C). Notably, a myeloid subpopulation seen more frequently in healthy donors than in patients with BTC,^46^ CD14_IFL_, was higher in patients with HCC and Child-Pugh A liver function, suggesting that, in Child-Pugh A, circulating monocytes retain normal function (Fig. 4C). Evaluating the frequency of CD14_CTX_ by Child-Pugh subscore (*i.e.* A5, A6, B7, or B9) before treatment (Fig. 4D) demonstrated a positive correlation between higher scores and the frequency of CD14_CTX_ pretreatment (R = 0.56, *p* = 0.011), whereas there was a non-significant inverse correlation between the numeric Child-Pugh score and the frequency of CD14_IFL_ (R = -0.4, *p* = 0.082).

We also evaluated a correlation by ALBI score (in which an increased score correlates with rising bilirubin, lower albumin, higher grade liver dysfunction, and worse prognosis^48^), finding a negative correlation with CD14_IFL_ (R = -0.49, *p* = 0.027) and a non-significant positive correlation with CD14_CTX_ (R = 0.34, *p* = 0.14), demonstrating that other measures of worsening liver disease correspond with a suppressive myeloid state. CD14^+^ monocytes from patients with Child-Pugh B liver function had upregulation of genes involved in TGFβ and Wnt/β-catenin signaling, angiogenesis, epithelial–mesenchymal transition, and hypoxia (Fig. 4E,F), consistent with the higher frequency of suppressive CD14^+^ states within Child-Pugh B compared with Child-Pugh A. Given the marked differences in myeloid cells by liver function score, we evaluated dynamics in myeloid cell frequencies with treatment within each Child-Pugh subset and found a trend toward increasing CD14_IFL_ and CD14_APC_ and decreasing CD14_CTX_ following combination treatment, suggesting that there could be partial reversal of suppressive myeloid phenotype with this treatment (Fig. S2G). By comparison, the frequency of CD14_CTX_ remained low in patients with Child-Pugh A liver function before and following treatment. There were no apparent differences in myeloid subpopulations between viral *vs.* nonviral HCC, or between HBV and HCV when compared individually (Fig. S2H and I).

Given the potential clinical significance of the myeloid cell populations in the blood, we evaluated for the presence of analogous myeloid cells within the tumor microenvironment of HCC. In prior parallel analyses in BTC, we previously found a macrophage correlate of the circulating CD14_CTX_ population in biliary tract tumors which expressed high SPP1.^46^ 

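Single-cell RNA sequencing of the resection specimens was deposited as counts of unique molecular identifiers (UMIs) per gene and cell barcode, for 16 libraries made with 10x 5′ v1 kits from 7 patients. Tumor was sequenced in 9 libraries from 6 patients and adjacent liver in 7 libraries from 5 patients, with both tissues for 4 of the patients. Of the libraries, 10 held live-sorted cells and 6 held live cells enriched for CD45, a surface protein of immune cells. In 1 of the 4 patients with both tissues, tumor was only live-sorted and adjacent liver only CD45-enriched, so tissue and sort cannot be told apart there. The authors aligned the reads to GRCh38 with Cell Ranger 7.0.0. The libraries held 61518 tumor barcodes and 32782 adjacent-liver barcodes. Total UMIs per library were 444046 to 98126728 (median 37666917) in tumor and 2334047 to 29996185 (median 11965466) in adjacent liver. The limits the study states (under 10% mitochondrial UMIs, over 100 and under 2500 genes) retained 67.2% of the tumor barcodes and 90.05% of the adjacent-liver barcodes. The upper limit on genes removed 12443 tumor barcodes and the mitochondrial limit 13780. After doublets were removed with Scrublet, 39655 tumor cells and 28516 adjacent-liver cells remained. Cells were normalized, corrected between patients with Harmony and clustered at a resolution of 1.0, and the 12897 cells of the myeloid clusters were clustered again at 0.6. SPP1 was left out of the genes that defined the clusters, so that its level across them was a result. Clusters were named from marker genes listed before the data were examined, and unnamed clusters held 3.78% of the tumor cells and 6.49% of the adjacent-liver cells. For comparisons between the tissues, the UMIs of each cell class were summed per patient and tissue over both sorts, so that the patient was the replicate, and sums of under 20 cells were left out.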

We performed scRNAseq on primary HCC tumors from resection specimens (n = 7, Table S2) obtained from a separate cohort of patients, some of which included adjacent liver tissue, and categorized the myeloid cell sub-populations (Fig. S3A–C). Intriguingly, we found many monocytic/macrophage populations that highly correlated with monocyte sub-types in the periphery (DC-like mono, CD14_APC_-like, CD14_IFL-_like, and CD14_ISG_-like), as well as dendritic cells, myeloid-derived suppressor cells (MDSC) and Kupffer cells. 

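Clusters like monocytes, macrophages, Kupffer cells and dendritic cells were all found among the myeloid cells of the 2 tissues. With batch correction, the 1 monocyte-like cluster was a larger share of the monocytes and macrophages in adjacent liver. Of 13 myeloid clusters, 1 of 748 cells was monocyte-like, 2 of 1511 and 461 cells were CD16 monocyte-like, 3 of 1270, 373 and 259 cells were macrophage-like, and the largest, of 2644 cells, was Kupffer-like and led by the complement genes C1QA, C1QB and C1QC. Its next leading genes were FOLR2, RNASE1, GPNMB and TREM2, of which GPNMB and TREM2 are also genes of tumor-associated macrophages. MARCO and CD5L were not among its leading genes, so its name does not establish that it held resident Kupffer cells. Dendritic cells formed cDC2-like (1471 cells), cDC1-like (768 cells) and LAMP3-positive (429 cells) clusters, and 173 cells were neutrophil-like. The last 2 clusters, of 1686 and 1104 cells, carried NK and T cell genes and were counted with those cells. The first of them scored alike for neutrophil and NK cell genes (1.18 each). The monocyte-like cluster made up 34.7% ± 19.3 (SD, n = 5) of the monocytes and macrophages of adjacent liver and 6.01% ± 5.38 (SD, n = 5) of those of tumor (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0278 over 7 clusters). Which cells were named monocyte-like depends on the batch correction. Without it, clusters of 1276, 538 and 455 cells had that name, and 454 cells of the last came from 1 tumor. The Kupffer-like cluster made up 9.97% ± 15.8 (SD, n = 5) in adjacent liver and 37.9% ± 9.54 (SD, n = 5) in tumor (exact permutation test, p = 0.0238, adjusted p = 0.0556). This difference depends on the batch correction, without which the Kupffer-like cluster held 251 cells led by MARCO, CD5L and CETP and made up 4.64% ± 9.90 (SD, n = 5) in adjacent liver and 1.68% ± 3.72 (SD, n = 5) in tumor (exact permutation test, adjusted p = 0.929). The smaller CD16 monocyte-like cluster made up 22.0% ± 18.4 (SD, n = 5) in adjacent liver and 3.601% ± 5.28 (SD, n = 5) in tumor (exact permutation test, adjusted p = 0.0972), while the larger one went the other way, with 9.78% ± 6.80 (SD, n = 5) and 20.29% ± 11.45 (SD, n = 5) (exact permutation test, adjusted p = 0.167). The largest macrophage-like cluster made up 21.7% ± 19.4 (SD, n = 5) in adjacent liver and 21.7% ± 10.2 (SD, n = 5) in tumor. Of the LAMP3-positive dendritic cells, 93.7% came from tumor (95% exact Clopper-Pearson interval 91.0 to 95.8%), against 67.7% of all dendritic cells, a count of cells that was not tested over patients.
Of 11 measured genes on the list for classical monocytes, 2 were lower in tumor and none was higher at an adjusted p under 0.05 from edgeR (7 lower when adjusted over the list alone). S100A8 and S100A9, which encode the subunits of calprotectin, had log2 fold changes of -3.01 (standard error 0.61, adjusted p = 0.0482 from edgeR) and -2.63 (standard error 0.44, adjusted p = 0.0198 from edgeR) in tumor against adjacent liver, and both were lower in tumor in 4 of 4 patients with both tissues. S100A12 (log2 fold change -3.56, adjusted p = 0.0725 from edgeR) and VCAN (-3.16, adjusted p = 0.0797 from edgeR) did not pass. CD14 had 673 ± 508 CPM (SD, n = 5) in tumor and 374 ± 263 (SD, n = 5) in adjacent liver (adjusted p = 0.499 from edgeR). The list was lower in camera's test (adjusted p = 7.56e-06), with an adjusted p = 0.118 with an estimated correlation. Of 9 measured genes on the list for resident Kupffer cells, none passed the test, and none passed when adjusted over the list alone, while camera placed the list higher in tumor (adjusted p = 0.000698, and adjusted p = 0.274 with an estimated correlation). Among its members were MARCO (log2 fold change -3.38, adjusted p = 0.359 from edgeR) and FOLR2 (1.40, adjusted p = 0.606 from edgeR), both set largely by 1 adjacent liver, without which the log2 fold changes were 0.47 (adjusted p = 0.878 from edgeR) and 4.64 (adjusted p = 0.00709 from edgeR). The call of S100A8 was lost in 6 of 10 fits without 1 sample and in 8 of 12 other settings, where its log2 fold change ranged from -4.07 to -0.56. That of S100A9 was lost in 3 of 10 and 2 of 12, and its direction turned in 1 more. Neither call held without 1 tumor whose sum had 22 cells, where 0 genes were called lower. With the patient as a block, S100A8 had an adjusted p = 0.0622 and VCAN an adjusted p = 0.02 from edgeR, and an exact sign-flip test of a cluster over 4 patients cannot give a p under 0.125. In the macrophage-like and Kupffer-like clusters alone, the log2 fold change of S100A9 was 0.06 and the median of the classical monocyte list 0.02, and the median of the Kupffer list was -0.16 where camera's direction was up (adjusted p = 0.0375, and adjusted p = 0.777 with an estimated correlation). Neutrophil genes, some of which monocytes share, were also lower in the same sums, without passing in the test that leaves out the block. The log2 fold changes were -1.78 for the receptor gene CSF3R (adjusted p = 0.052 from edgeR) and -1.53 for G0S2, a regulator of lipolysis (adjusted p = 0.18 from edgeR). S100A8 and S100A9 were among the leading genes of the neutrophil-like cluster, 137 of whose cells came from adjacent liver.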

There were several tumor-associated macrophage populations (SPP1-Mac1-5); SPP1-Mac4 had both the highest expression of SPP1 and correlation with CD14_CTX_, and was largely found in tumor rather than adjacent liver tissue (Fig. S3D).

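The cluster with the highest SPP1 level was macrophage-like and was found mainly in tumor. It held 373 cells and was led by SPP1, which encodes the secreted glycoprotein osteopontin, GPNMB, RNASE1, TREM2, a lipid receptor of macrophages, and the fatty acid binding protein gene FABP5. GPNMB, RNASE1 and TREM2 were also among the leading genes of the Kupffer-like cluster. In each of 4 tumors with enough cells the SPP1 level of the 373-cell cluster was above that of every other monocyte or macrophage cluster, by 1.94 ± 0.84 on the log2 scale (SD, n = 4) over the tumor's own monocytes and macrophages, against 0.49 ± 0.78 (SD, n = 4) for the Kupffer-like cluster, the next highest. Of the 373 cells, 358 came from tumor and 15 from adjacent liver, a tumor share of 95.98% (95% exact Clopper-Pearson interval 93.5 to 97.7%) where 82.1% of all monocytes and macrophages came from tumor. The interval covers counting error only, and 1 sample gave 54.7% of the cells. The cluster made up 6.995% ± 4.27 (SD, n = 5) of the monocytes and macrophages of tumor and 0.714% ± 0.978 (SD, n = 5) of those of adjacent liver (two-sided exact permutation test, p = 0.00794, the smallest that 5 samples against 5 allow, adjusted p = 0.0278 over 7 clusters). Of the 5 tumors, 1 had only 22 monocytes and macrophages, and without it the difference was 4.62 percentage points. Adjacent livers had as few as 56 such cells. The adjusted p was 0.05 or more in 7 of 9 other settings and in 9 of 10 fits without 1 sample, and over the 9 settings the difference ranged from 1.39 to 33.55 percentage points. Each clustering had its own highest cluster tested, which with a looser cell filter or a resolution of 0.3 was the Kupffer-like cluster, so the range covers different populations.

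**Figure D1:**
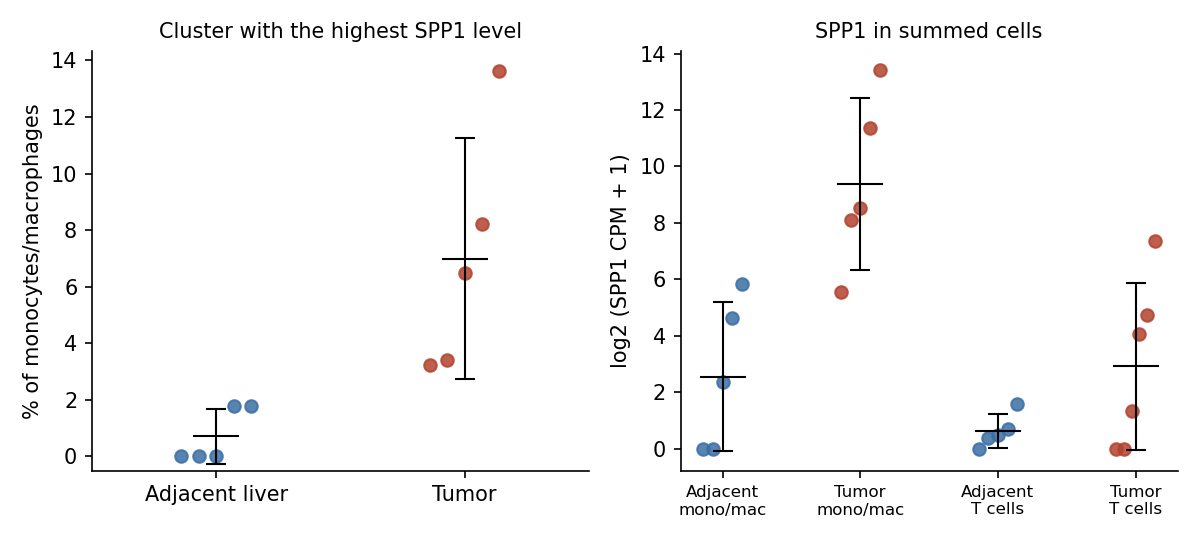
Left, the share of monocytes and macrophages in the cluster with the highest SPP1 level (%). Right, log2 (SPP1 CPM + 1) in summed monocytes and macrophages (mono/mac) and in T cells. Each point is 1 patient's tissue, and bars give the mean and SD. The points of 1 tumor rest on 22 monocytes and macrophages and 26 T cells. The cluster's share lay above that of every adjacent liver in each of the 5 tumors, and SPP1 in monocytes and macrophages ranged from 46.06 to 10910 CPM in tumor and from 0 to 56.2 CPM in adjacent liver (CPM of all UMIs, without TMM scaling).

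SPP1 (ENSG00000118785, chromosome 4 of GRCh38 from 87975667 to 87983532) was measured at 3592 ± 6039 CPM (SD, n = 5) in monocytes and macrophages of tumor and 21.65 ± 29.4 CPM (SD, n = 5) in those of adjacent liver, after TMM scaling. The log2 fold change was 7.62 (standard error 1.80, adjusted p = 0.0785 from edgeR), and SPP1 was higher in tumor in 4 of 4 patients with both tissues (log2 fold change 7.98, adjusted p = 0.0046 from edgeR with the patient as a block). In 1 of these patients, whose tumor had the most SPP1, the tumor was only live-sorted and the adjacent liver only CD45-enriched. With every cell thinned to 1000 UMIs, 25.9% ± 37.0 (SD, n = 4) of monocytes and macrophages had an SPP1 UMI in tumor and 0.928% ± 1.36 (SD, n = 5) in adjacent liver (exact permutation test, p = 0.0159, against p = 0.25 over 3 patients in an exact sign-flip test with the patient as a block and p = 0.0571 in live-sorted libraries alone). Without the tumor with the highest share, the difference was 6.51 percentage points in place of 24.93 (exact permutation test, p = 0.0357). The tumors ranged from 2.46 to 81.1% and the adjacent livers from 0 to 3.14%. A further tumor had 15 cells of at least 1000 UMIs, too few for a share (27.3% of its 22 cells before thinning). In T cells, taken as an upper limit for free RNA because activated T cells can express SPP1, the share was 2.77% ± 5.17 (SD, n = 5) in tumor, and the median depths before thinning were 3098 UMIs in monocytes and macrophages and 2257 UMIs in T cells.
Genes of SPP1 tumor-associated macrophages were higher in tumor. Of 12 measured genes on that list, 3 were higher and none was lower at an adjusted p under 0.05 from edgeR (12 higher when adjusted over the list alone). These were FABP5 (log2 fold change 3.38, standard error 0.44, adjusted p = 0.00292 from edgeR), TREM2 (3.78, standard error 0.71, adjusted p = 0.0422 from edgeR) and the protease inhibitor gene CSTB, named after its values were seen (1.73, standard error 0.35, adjusted p = 0.0422 from edgeR). APOC1, an apolipoprotein gene, had a log2 fold change of 4.52 (adjusted p = 0.0957 from edgeR, and adjusted p = 0.00151 with the patient as a block). APOC1 was also a leading gene of the hepatocyte-like cluster, so its CPM were set against those in T cells of the same tumor in a check added after the data were seen. They were at least 6.71 times as high in 4 of 5 tumors (counting interval 6.48 to 6.95 at the lowest), where free RNA is argued against as the whole source, but 0.91 times as high in 1 tumor (0.885 to 0.936), where it stays open. The albumin gene ALB, a marker of hepatocyte RNA, was 0.581 to 1.83 times as high in 4 tumors with a count. The list was higher in camera's test (adjusted p = 6.52e-18), a call that held with an estimated correlation (adjusted p = 0.0372), and with the patient as a block 11 of 13 measured members were higher (12 when adjusted over the list alone). On the list of lipid handling genes, 1 of 11 was higher and none was lower (4 higher when adjusted over the list alone). Its camera call (adjusted p = 1.77e-06) was lost with an estimated correlation (adjusted p = 0.118). Over all 5334 genes tested, 10 were higher in tumor and 15 lower. Beside the genes above, the largest rises were those of PTMS, VAT1, SLC38A6, ACOT13, a thioesterase of fatty acids, NME1 and TSC22D1 (log2 fold changes from 1.82 to 2.54), and the largest falls were those of MCTP2, LINC01619, LUCAT1, the interferon-induced gene MX2, SIPA1L1 and SLC25A37 (-3.56 to -2.10). In the macrophage-like and Kupffer-like clusters alone, with 3 adjacent livers, no gene passed in either direction. There the log2 fold changes were 3.30 for FABP5 (adjusted p = 0.0796 from edgeR), 2.94 for TREM2 (adjusted p = 0.251 from edgeR) and 1.29 to 2.38 for the 6 other rises, but 0.23, -0.43 and -0.84 for LUCAT1, SLC25A37 and SIPA1L1, whose falls depend on the clusters and samples summed. SOCS3, an inhibitor of cytokine signaling, had 85.98 ± 47.1 CPM (SD, n = 5) in tumor and 202.5 ± 66.8 CPM (SD, n = 5) in adjacent liver (adjusted p = 0.1 from edgeR, adjusted p = 0.0232 with the patient as a block and 0.033 from DESeq2), and was lower in tumor in 4 of 4 patients. RNA of T and NK cells was lower in these sums of tumor (camera adjusted p = 0.0056, and adjusted p = 0.274 with an estimated correlation). With the patient as a block, 245 genes were higher and 463 lower over 4 patients, including 24 of the 25, no gene passed edgeR in live-sorted libraries alone (406 at an unadjusted p under 0.05), and 1 to 388 genes passed when 1 sample was left out. Without the tumor whose sum held 22 cells, 2 genes were higher and 0 lower. In 1 of the 4 pairs of the block, tumor was only live-sorted and adjacent liver only CD45-enriched. With a looser cell filter or a resolution of 0.3, the Kupffer-like cluster had the highest SPP1 level, and the cluster's difference in share did not pass with the patient as a block (7.49 percentage points, exact sign-flip test, adjusted p = 0.175). The paper reports that its macrophage population with the highest SPP1 level also had the highest correlation with circulating CD14_CTX_ monocytes and lay largely in tumor.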

We next evaluated T cell subtypes beyond CD4^+^ and CD8^+^ T cells to determine whether there was a relationship between clinical factors and T cell populations, and between myeloid cell and T cell states. We identified 15 subpopulations of T cells, including several populations of CD4^+^ and CD8^+^ proliferating, effector, naïve, memory, and regulatory T (Treg) cells, and innate-like T cell populations, including γδT cells, mucosal-associated invariant T (MAIT) cells, and iNKT cells (Fig. S4A–C). We also specifically identified a CD4^+^ naïve-like population with high SOCS3 expression (CD4 SOCS3) and a CD4^+^ T cell population with high expression of IFN response genes (CD4 IFN) as we had found in BTC. As with the myeloid cells, we first examined whether there was a treatment effect on T cell subpopulations and found, in an exploratory analysis, that effector T cells, including a CD8^+^ Granzyme K^+^ T effector memory (CD45RA^–^CCR7^–^) subpopulation (CD8 Tem GZMK), CD8^+^ Granzyme B^+^ T terminally differentiated effector memory re-expressing CD45RA cells (CD45RA^+^CCR7^−^) (CD8 Temra GZMB), and MAIT cells increased with treatment in the DC group compared with the NR group, as did Tregs (effect sizes 2.57, 0.92, 1.44, and 2.95, respectively) (Fig. 5A). Within the DC group, there was a decrease in CD4^+^ central memory T cells (CD4 Tcm) and CD4 SOCS3 T cells (effect sizes 4.01 and 1.56, respectively). These findings aligned with the correlation analysis of PFS and cell frequencies, which showed a positive correlation with survival and CD8 Tem GZMK and MAIT cells and a negative correlation for survival and CD4 SOCS3 (Fig. 5B). Across all T cells in patients with DC, there was an upregulation of pathways and genes related to IFNα, IFNγ, reactive oxygen species, complement, and glycolysis, whereas in the NR group, there were few genes modulated with treatment (Fig. 5C). There were no apparent differences in T cell subtype frequency by viral status or Child-Pugh score (Fig. S4D–G). However, investigating gene expression profiles and pathway analysis revealed that CD4^+^ and CD8^+^ T cells in Child-Pugh B compared with Child-Pugh A had enhanced TGFβ signaling, angiogenesis, and Wnt/β-catenin signaling, and downregulated IFNα, IFNγ, and glycolysis pathways (Fig. 5D).

**Fig. 5:**
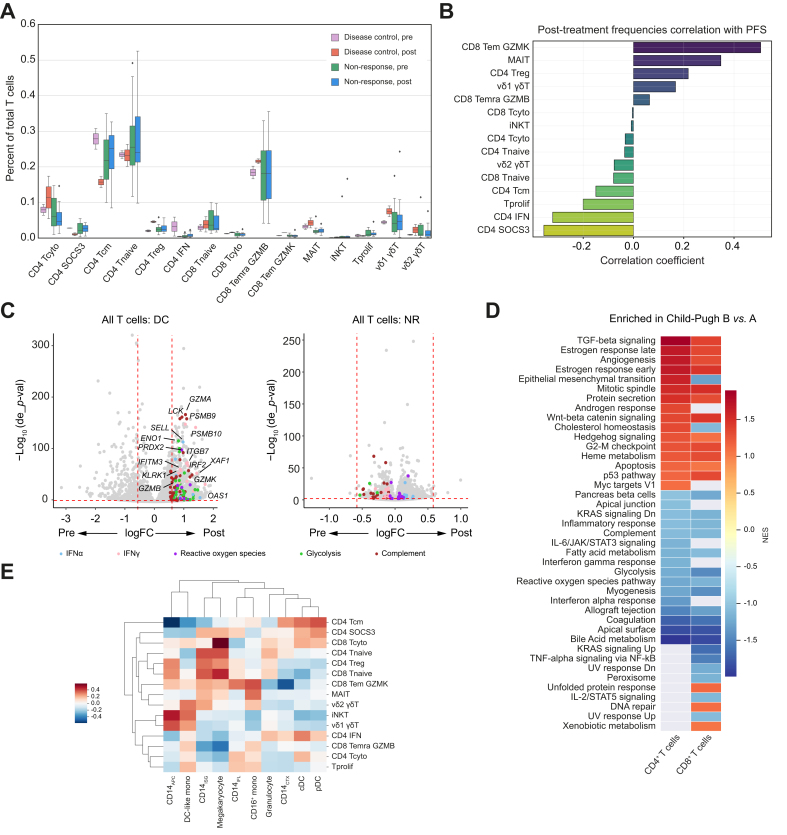
Circulating T cells at baseline and following sorafenib/nivolumab. (A) Percentage of each cell type out of total T cells in circulation for patients with disease control (n = 2) or non-response (n = 12) before treatment (pre) and following one cycle of combination treatment (post). (B) Correlation coefficients for the frequency of each T cell subtype at the post-treatment timepoint and PFS in days. (C) Differentially expressed genes in post-treatment *vs.* pretreatment timepoints for all T cells in the DC and NR groups are plotted, with genes of interest in the indicated pathways highlighted with the corresponding color dot. (D) Pathways enriched within all CD4^+^ or CD8^+^ T cells in the Child-Pugh B compared with Child-Pugh A groups visualized for the top enriched pathways; heatmap corresponds to NES. Positive NES scores are pathways enriched in Child-Pugh B and negative scores are those enriched within Child-Pugh A. **(E)** Correlation of T cell (y-axis) and myeloid cell (x-axis) frequencies across the entire patient cohort. Legend shows correlation values demonstrated in heatmap format. Weighted least squares was used to account for different cell number per sample; multiple testing adjustment with Benjamini-Hochberg for *p*-values. DC, dendritic cell; NES, normalized enrichment scores; NR, non-response; PFS, progression-free survival; Tcm, central memory; Tcyto, cytotoxic T cells; Tem, effector memory; Temra, terminally differentiated re-expressing CD45RA effector memory; Tprolif, proliferating T cells.

Finally, given the intriguing findings of myeloid and T cell dynamics induced by sorafenib and nivolumab, we evaluated correlations of cell frequencies between T cells and myeloid cells (Fig. 5E). CD8 Tem GZMK, the effector CD8^+^ T cell population that was increased in patients with DC and improved PFS, positively correlated with more favorable CD14^+^ populations, including significant direct correlations with CD14_IFL_ (R = 0.4, *p* = 0.008), CD14_APC_ (R = 0.2, *p* = 0.021), and CD14_ISG_ (R = 0.39, *p* = 0.01), and was inversely correlated with CD14_CTX_ (R = -0.52, *p* = 0.0004). Furthermore, pathways increased in T cells following combination immunotherapy were consistent with those seen in CD14^+^ monocytes in cases with DC (IFNα, IFNγ, and glycolysis), suggesting that there is crosstalk between myeloid and T cell populations.

IRAEs have been correlated with ICI responses and survival in patients with cancer.^49^^,^^50^ To test for a relationship in our cohort, we explored whether there was an immune signature characteristic of more severe IRAEs. We analyzed PBMCs at both the pretreatment timepoint for populations that might predict IRAE development, as well as on-treatment cell frequencies, which might indicate those immune cells involved in the emergence of IRAEs. The most highly correlated myeloid populations with IRAE severity were CD14_CTX_ and pDC at baseline and granulocytes post treatment. Perhaps counterintuitively, myeloid subtypes capable of antigen presentation, including CD14_APC_ (pretreatment), cDC (post treatment), and DC-like monocytes (pre- and post treatment) were negatively correlated with IRAE grade (Fig. S5A). We also evaluated whether there was a T cell signature that was characteristic of severe IRAEs (Fig. S5B). MAIT cells correlated with severity both at the pre- and post-treatment timepoints, whereas CD4 T cm were more predictive at the pretreatment stage and CD4 Tnaive correlated with post-treatment IRAE severity.

## Discussion

In this pilot study of the combination of sorafenib plus nivolumab in patients with advanced HCC, we aimed to determine the safety and MTD of this combination in patients with advanced HCC and varying degrees of liver dysfunction. The MTD was sorafenib 400 mg orally once daily in combination with nivolumab 240 mg intravenously every 2 weeks because of DLTs experienced at higher doses of sorafenib. TRAEs and IRAEs occurred at a similar frequency with combined sorafenib and nivolumab as historical rates for each drug as monotherapy.^33^^,^^36^ The rates of grade 3–4 TRAE of 70% in the Child-Pugh A cohort and 66.7% in the Child-Pugh B cohort were similar to the rates of grade 3 or higher TRAE in other studies of multikinase inhibitors combined with ICI in patients with Child-Pugh A disease, notably 81% in CARES-310, 55% in COSMIC-312, and 63% in LEAP-002.^21^^,^^22^^,^^51^ Likewise, the rate of TRAE in the Child-Pugh B subgroup was similar to that reported in other Child-Pugh B prospective studies. The rate of systemic steroid requirement for IRAEs was higher than expected for nivolumab as monotherapy in HCC but confounded by small sample size and overlapping attributions. Unfortunately, the ORR of 6% in this study did not meet the prespecified threshold for efficacy of 15% to warrant further investigation of the combination in patients with advanced HCC, regardless of liver function. Although the sample size was inadequately powered for efficacy assessment, the observed efficacy was insufficient to proceed with further study.

The expanding landscape of ICI-based combination therapies for advanced stages of HCC now includes the combination of atezolizumab plus bevacizumab, durvalumab plus a single dose of tremelimumab, and nivolumab plus ipilimumab, all of which prolong OS and achieve higher rates of objective response compared with sorafenib or lenvatinib as monotherapy.^7^^,^^20^^,^^23^^,^^52^ All of these regimens have been studied in patients with preserved Child-Pugh A liver function, whereas the optimal treatment regimen for patients with greater degrees of liver dysfunction, including the large population of patients with Child-Pugh B cirrhosis, has not been well established. An important aspect of our study was the inclusion of both patients with Child-Pugh A disease and those with Child-Pugh B disease. In this small cohort, the DCR, PFS, and OS were similar between Child-Pugh A and Child-Pugh B, although the small sample size limited comparisons. Historical data for sorafenib and other multikinase inhibitors or VEGF-directed therapies have demonstrated worse outcomes for patients with Child-Pugh B liver function.^35^^,^^36^^,^^53^^,^^54^ There are few prospective studies of ICI-based therapies in patients with Child-Pugh B HCC. In Cohort 5 of the Phase I/II CheckMate 040 study, nivolumab monotherapy achieved objective responses in 12% of patients, lower than the ORR of 20% in the Child-Pugh A cohort.^5^^,^^33^ A retrospective study of patients with Child-Pugh A and B liver function treated with atezolizumab and bevacizumab demonstrated similar response rates and TRAEs.^34^ ICI combination or monotherapy conferred a benefit in OS compared with best supportive care in patients with Child-Pugh B liver function (7.50 *vs.* 4.04 months).^55^ After completion of our study, a pooled analysis of 10 studies showed a higher ORR for ICI-based combination regimens than for ICI as monotherapy (19% *vs.* 12%) in patients with HCC with Child-Pugh B liver function,^28^ supporting the hypothesis that patients with Child-Pugh B liver function could also benefit from the combination approaches, although the absolute rates of objective response were lower than those observed in Child-Pugh A populations. Notably, the meta-analysis did not identify significant differences in TRAE rates, PFS, or OS according to Child-Pugh B subscore of 7 *vs.* 8/9, although sample sizes were limited.^28^ Others have found the Child-Pugh score insufficient to convey the severity of liver dysfunction and advocated for the incorporation of individual factors related to liver decompensation (*i.e.* ascites, hepatic encephalopathy).^56^ Given our small cohort, we were limited in our ability to ascertain the association of individual factors with outcomes and correlative data. In the context of these limited existing data, our trial of sorafenib combined with nivolumab supports that ICI combinations are feasible in carefully selected patients with Child-Pugh B HCC without excessive toxicity beyond that observed in Child-Pugh A populations.

Intriguingly, high-resolution scRNAseq of baseline peripheral blood samples obtained from patients enrolled on this trial showed a higher proportion of CD14_CTX_ in patients with HCC and worse liver function, suggesting a mechanism for the lower ORRs observed for combination ICI therapies in HCC with greater degrees of hepatic dysfunction. In BTC, CD14_CTX_ increased in frequency in the circulation of patients whose tumors were resistant to ICI and induced ‘immune-paralyzed’ CD4^+^ T cells characterized by *SOCS3* expression and low cytokine production and proliferative capacity.^46^ Although we observed the presence of these SOCS3^+^ CD4^+^ T cells and that they were negatively correlated with PFS, there was not an increased frequency of this specific CD4^+^ T cell subpopulation associated with Child-Pugh score in this HCC cohort; thus, there might be other mechanisms of suppression induced by these myeloid cells. Following treatment, we also observed a decrease in CD14_CTX_ in the Child-Pugh B subgroup, suggesting that there is a partial reversal of myeloid-mediated suppression following treatment with combined ICI/sorafenib, compatible with other reports of sorafenib-induced myeloid cell differentiation,^57^ and that perhaps other targeted therapies could improve on this reduction in suppressive monocytes.

In this small cohort, we did not observe meaningful differences in the baseline immune profile according to etiology of liver disease (viral *vs.* nonviral liver disease), and there were too few clinical responses to stratify by etiology. Although a meta-analysis suggested prolonged survival in virally associated compared with non-viral HCC,^58^ other studies of contemporary ICI-based combinations have shown no appreciable differences in outcome according to liver disease etiology in HCC.^7^^,^^52^^,^^59^^,^^60^ Given that metabolic dysfunction-associated steatotic liver disease is poised to become the most common cause of liver disease and HCC in the USA,^61^ further studies are needed to characterize both the peripheral blood and tumor immune microenvironments according to etiology of liver disease and identify candidate biomarkers as well as therapeutic targets that might be unique to a specific etiology.

Using serial samples collected in this study, we also investigated how combined sorafenib and nivolumab affected the circulating immune response with multi-omic scRNAseq as a paradigm for elucidating mechanisms of response or resistance to other immunotherapy combination regimens in HCC. Although this was an exploratory analysis because of the limited number of patients with clinical benefit, we found that patients who had disease control had increased CD8^+^ T cells following treatment; when we further evaluated T cell subsets, we found that the T cells most correlated with increased PFS were effector memory CD8^+^ T cells expressing Granzyme K and MAIT cells, two T cell subsets that might contribute to both antitumor responses and the response to ICI.^62^^,^^63^ Although the total frequency of circulating monocytes was not altered across the cohort, there were alterations in the frequency of monocyte subsets within the DC group, including a population previously associated with ICI response (CD14_APC_) and a concomitant decrease in suppressive CD14_CTX_ monocytes.^46^ This aligned with enrichment of immunostimulatory pathways within monocytes in the DC group (*i.e.* IFN signaling) and immunosuppressive pathways in monocytes in the NR group (*i.e.* IL-6/JAK/STAT3 signaling). Furthermore, the CD14^+^ monocytes in the DC group had upregulation of glycolysis (*vs.* oxidative phosphorylation in the NR group) with treatment, which has been demonstrated to be induced in the setting of productive immune responses.^64^^,^^65^ Lastly, the correlated frequencies of immunostimulatory monocytes and effector T cells, and the upregulated antitumor pathways in both cell types suggest that there is a parallel shift in T cells and monocytes to a favorable immune program following combination immunotherapy. However, given the limited benefit of this regimen clinically, these immune alterations might only be induced in a minority of patients. Therefore, our findings point to mechanisms of immunotherapy response and resistance that must be more fully addressed by HCC regimens to improve clinical efficacy.

We also performed an exploratory analysis of immune signatures associated with the severity of IRAEs with intriguing findings. First, a myeloid population negatively associated with ICI response in this cohort and in BTC, CD14_CTX_, was associated with worsening grade IRAEs. Given previous findings of IRAE association with response to ICI, this was surprising, although, in our cohort, we did not have a sufficient number to identify whether IRAEs correlated with response. Second, although antigen-presenting cells could initiate IRAEs by presenting host antigens, we found that myeloid populations with gene signatures related to antigen presentation (DC-like monocytes, cDCs, and CD14_APC_) were negatively correlated with IRAE severity. Finally, we found that MAIT cells were associated with worsening IRAEs. Given that MAIT cells have been previously identified in both ulcerative and ICI-related colitis and have a role in regulating mucosal immunity, this could explain both their predictive and mechanistic role in IRAEs.^66^^,^^67^

Our study has several limitations, including small sample size and the resulting exploratory nature of the single cell analysis. The small sample size and slower-than-expected enrollment resulted, in part, from the changing treatment landscape for HCC with publication of the IMbrave150 trial soon after inception of our study, as well as the COVID-19 pandemic. In addition, we were only able to study the circulating immune responses because biopsy samples were beyond the scope of this investigator-initiated clinical trial. Thus, we correlated our PBMC results with tumor resection specimens from a separate cohort of patients with single cell methods and identified highly correlated monocyte/macrophage populations, including an SPP1^+^ macrophage correlated with CD14_CTX._ In HCC, SPP1^+^ macrophages inhabit ‘tumor immune barriers’ that prohibit immune cell infiltration into tumors, decreasing the efficacy of immunotherapy.^68^ SPP1^+^ macrophages have been shown to be suppressive of immunotherapy responses and associated with worse prognosis in other tumor types, demonstrating the clinical relevance of this population.^44^^,^^69^^,^^70^

Regardless of the limitations, the insights here are hypothesis generating for future studies of other treatment regimens now being used in the first-line setting in HCC, for which immune-based mechanisms of response and primary resistance are poorly understood, both in the overall population and specific to greater degrees of hepatic dysfunction. The safety and efficacy of ICI combination therapies in the setting of greater degrees of hepatic dysfunction remains an active area of ongoing clinical research, with multiple trials exploring safety and efficacy outcomes in patients with HCC and more advanced liver dysfunction (NCT05883644 and NCT06096779). Patients with worse immune dysfunction caused by liver disease could stand to benefit more from combination regimens that can target multiple mechanisms of immunotherapy resistance, including myeloid cells. Thus, the intersection of specific treatment regimens, safety in the context of liver dysfunction, and immunotherapy response is an important area for future studies to optimize and personalize therapy in HCC.

## Conclusions

Although the combination of sorafenib and nivolumab demonstrated acceptable safety in both Child-Pugh A and B subgroups in this study, the limited efficacy in this small cohort does not warrant further investigation. However, a distinct population of immunosuppressive myeloid cells was identified at baseline in the circulation in patients with Child-Pugh B hepatic dysfunction and warrants further study as a potential contributor to therapeutic resistance. Systemic therapy options for patients with greater degrees of liver dysfunction remain a significant unmet need, requiring further understanding of the distinct mechanisms of immune response and resistance in this population.

## Abbreviations

ALBI, albumin–bilirubin; BCLC, Barcelona Clinic Liver Cancer; BTC, biliary tract cancer; cDC, conventional dendritic cells; CITEseq, cellular indexing of transcriptomes and epitopes by sequencing; cMono, CD14^+^ classical monocytes; CT, computed tomography; DC, disease control; DL, dose level; DLT, dose-limiting toxicity; DOR, duration of response; HCC, hepatocellular carcinoma; HR, hazard ration; ICI, Immune checkpoint inhibition; IRAE, immune-related adverse event; MAIT, mucosal-associated invariant T cells; MRI, magnetic resonance imaging; MTD, maximum-tolerated dose; ncMono, CD16^+^ non-classical monocytes; NE, not evaluable; NES, normalized enrichment score; NK, natural killer cells; NR, non-response; ORR, objective response rate; OS, overall survival; PBMC, peripheral blood mononuclear cells; PD-1, Programmed cell death protein 1; PD-L1, Programmed cell death ligand 1; PD, progressive disease; pDC = plasmacytoid dendritic cells; pDC, plasmacytoid dendritic cells; PFS, progression-free survival; PFS6, PFS of 6 months or longer; Plasma, plasma cells; PR, partial response; scRNAseq, single cell RNA sequencing; Tcm, central memory; Tcyto, cytotoxic T cells; Tem, effector memory; Temra, terminally differentiated re-expressing CD45RA effector memory; Tprolif, proliferating T cells; Treg, regulatory T cell; UMAP, Uniform Manifold Approximation and Projection; VEGF, vascular endothelial growth factor; VEGFR, vascular endothelial growth factor receptor.

## Authors’ contributions

Conceptualization, funding acquisition, writing – original draft: BPK, RKK. Data curation: BPK, ZF, BKL, QH, JC, MC, AL, AC, FL, EJK, RKK. Formal analysis: BPK, ZF, LZ, PB, SCB, RKK. Investigation: BPK, ZF, BKL, QH, JC, MC, AL, AC, FL, JDG, APV, EJK, RKK. Methodology: BPK, ZF, MC, AL, RKK. Project administration: BPK, AC, RKK. Resources: BPK, ZF, JDG, LF, APV, EJK, RKK. Software: BPK, ZF, LZ. Supervision: BPK, LF, RKK. Visualization: BPK, ZF, LZ, RKK. Writing – review & editing: BPK, ZF, JDG, LF, RKK.

## Data availability

scRNAseq data are available on NCBI GEO (GSE318420, Supplemental CTAT Table). Additional clinical trial data will be made available upon request.

## Financial support

We acknowledge financial support from 10.13039/100004326Bayer (to institution), 10.13039/100002491Bristol Myers Squibb (nivolumab drug supply), Bili Project Foundation, Inc., and the imCORE 10.13039/100022394Network through 10.13039/100004328Genentech Inc (correlative studies). This work was also funded, in part, by research grants 10.13039/100000002NIH K08CA290152, 10.13039/100000002NIH 1K12CA260225-01, 10.13039/100001021Damon Runyon Clinical Investigator Award, and UCSF Liver Center Pilot Award to BPK, and funding from the Shorenstein Family to BPK and APV.

## Conflicts of interests

BPK has received research funding (to university) from Apexigen/Pyxis Oncology, Affini-T Therapeutics, Antengene, Innovative Cellular Therapeutics, Wugen, Astra Zeneca, Takeda, Roche/Genentech, Regeneron, and Boehringer Ingelheim; consulting or advisory fees (to self) from Regeneron, Agenus Inc., Cartography, and Arcellx; and travel expenses from Roche/Genentech. LZ has received consulting or advisory fees (to self) from Motive Medical Intelligence, Smith-Kettlewell Eye Research Institute, and Serna Bio. SCB has received consulting or advisory fees (to self) from Novartis and RiboScience. LF has received research funding (to university) from Roche/Genentech, Abbvie, Bavarian Nordic, Bristol Myers Squibb, Dendreon, Janssen, Merck, and Partner Therapeutics; and consulting or advisory fees (to self) from Actym, Astra Zeneca, Bioatla, Bristol Myers Squibb, Daiichi Sankyo, Immunogenesis, Innovent, Merck, Sutro, and Roche/Genentech. APV has received consulting or advisory fees (to self) from Agenus Bio. EJK has received research funding (to institution) from Bayer, Merck, EpicentRx, Astellas, Erytech, Fibrogen, NGM Biopharmaceuticals, Eureka, Genentech, GSK, VCN Biosciences, Incyte, Medimmune, Tizona, Celgene, Exelixis, Inc., Bristol Myers Squibb, Astra Zeneca, and Beigene; and consulting or advisory fees (to self): Eisai, Astra Zeneca, Seagen, Pfizer, and Relay Therapeutics. RKK has received research funding (to institution) from Agios, Astra Zeneca, Bayer, Bristol Myers Squibb, Compass Therapeutics, Eli Lilly, EMD Serono, Exelixis, Genentech/Roche, Merck, Partner Therapeutics, QED, Relay Therapeutics, Servier, Surface Oncology, Taiho, and Tyra Biosciences; consulting or advisory fees (to institution) from Astra Zeneca and Merck; and consulting or advisory fees (to self) from Compass Therapeutics, CVS Caremark, Elevar, GenMab, GSK, Jazz, J Pharma, Moderna, Regeneron, and Tyra Biosciences. The remaining authors declare no conflicts of interests that pertain to this work.

Please refer to the accompanying ICMJE disclosure forms for further details.

# Supplementary material for: Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction
**Source:** JHEP Rep. 2026 Mar 12;8(5):101817. doi: 10.1016/j.jhepr.2026.101817
**Supplement:** Multimedia component 1

**Phase II trial with nivolumab and sorafenib in HCC identified  
enrichment of immunosuppressive monocytes in patients with Child-  
Pugh B liver dysfunction**

Bridget P. Keenan, Zenghua Fan, Bryan Khuong Le, Quincy Harris, Jocelin Chen,  
Matthew Clark, Avery Lea, Li Zhang, Alexander Cheung, Frances Lara, John D.  
Gordan, Paige Bracci, Spencer C. Behr, Lawrence Fong, Alan P. Venook, Edward J.  
Kim<sup>5</sup>, Robin K. Kelley

Table of contents

|               |    |
|---------------|----|
| Fig. S1.....  | 2  |
| Fig. S2.....  | 3  |
| Fig. S3.....  | 5  |
| Fig. S4.....  | 6  |
| Fig. S5.....  | 8  |
| Table S1..... | 9  |
| Table S2..... | 10 |
| Table S3..... | 11 |
| Table S4..... | 13 |
| Table S5..... | 15 |
| Table S6..... | 16 |
| Table S7..... | 17 |

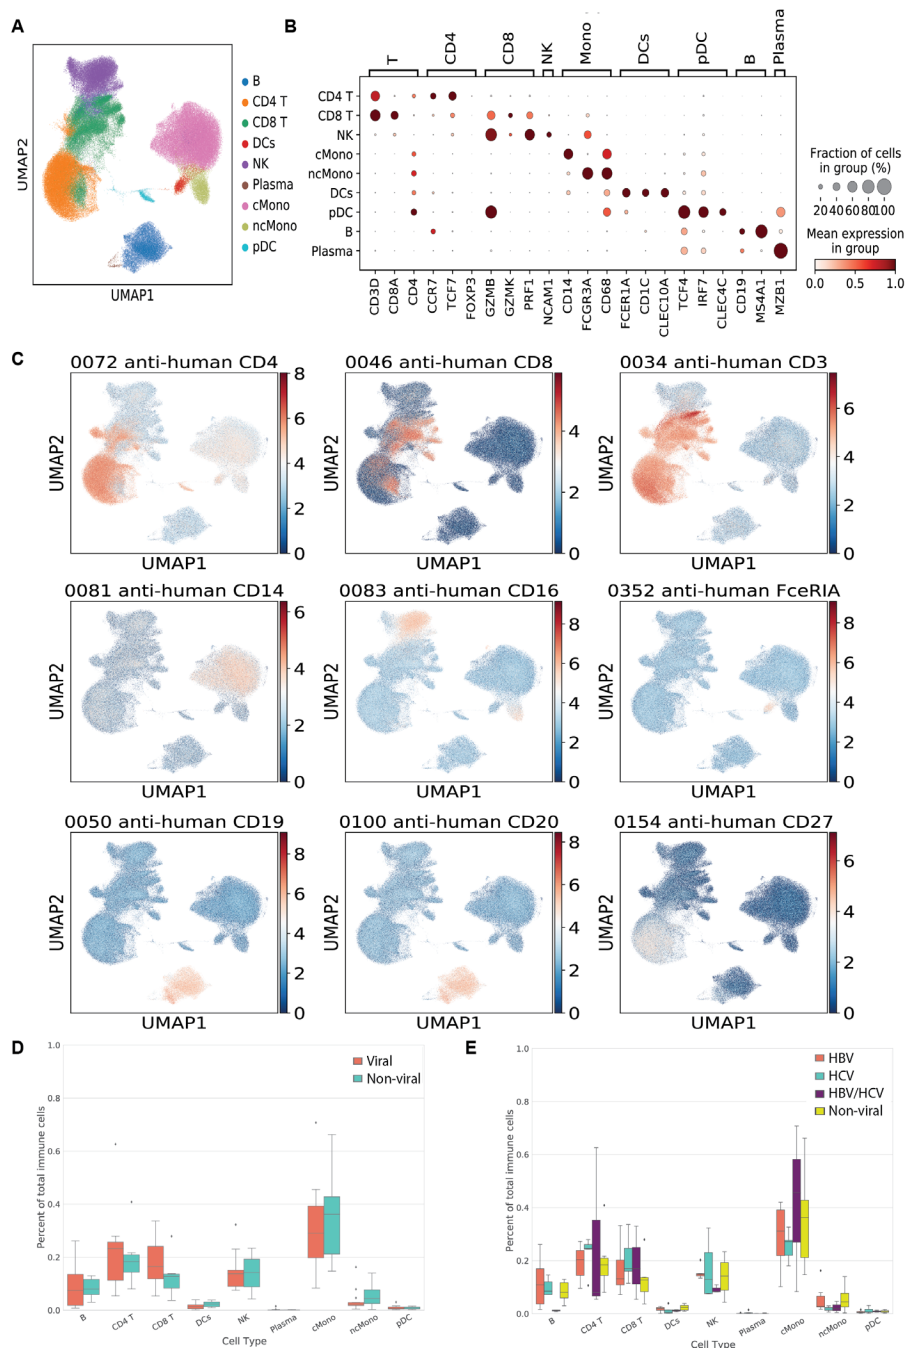

**Fig. S1. Characterization of circulating immune cells from patients with advanced HCC with CITEseq.** **A.** Uniform Manifold Approximation and Projection (UMAP) plot of single cell RNA sequencing results from PBMCs colored by immune cell type. **B.** Dotplot demonstrating expression level and the fraction of cells within each immune cell population (y-axis) expressing the RNA molecules indicated. The groupings on the x-axis correspond to the category of markers used to define populations. **C.** UMAP colored by protein expression as indicated by the CITEseq antibody at the top of each plot. **D-E.** Frequency of immune cell type at baseline (pre) for all patients (n=20) by viral status (viral (n=14) or non-viral (n=6) (**D**) and specific viral associations (HBV: n=6, dual HBV/HCV: n=3, HCV: n=5) (**E**)). Boxes denote inter-quartile range (IQR) while bars denote 25% - 1.5xIQR and 75% + 1.5xIQR.

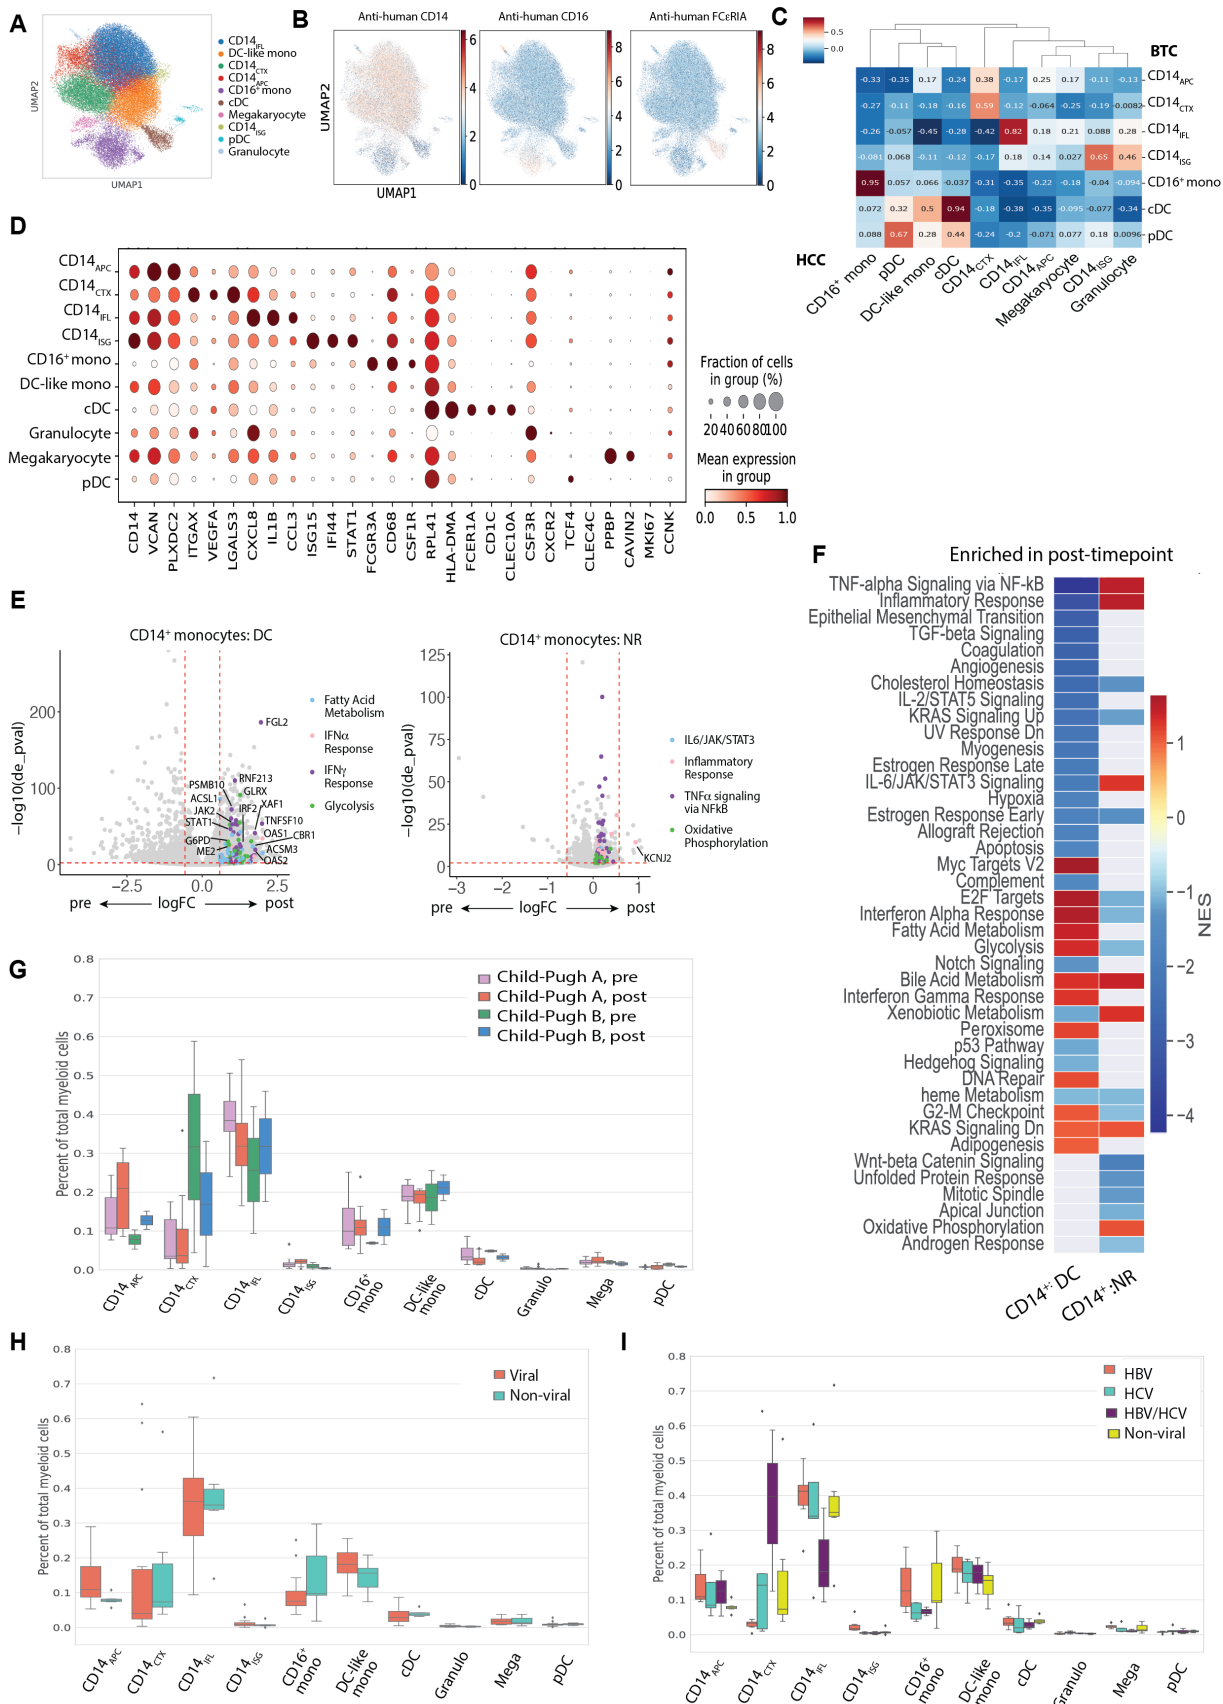

**Fig. S2. Characterization of circulating myeloid cells from patients with advanced HCC and association with clinical response and liver disease characteristics.** **A.** Uniform Manifold Approximation and Projection (UMAP) plot of single cell RNA sequencing results from PBMCs colored by myeloid cell sub-type. **B.** UMAP colored by protein expression as indicated by the CITEseq antibody at the top of each plot. **C.** Comparison of gene signatures for each myeloid cell type in the HCC dataset (x-axis) with myeloid cells from the BTC dataset (y-axis) using pseudobulk gene expression. Legend shows correlation values demonstrated in heatmap format. **D.** Dotplot demonstrating expression level and the fraction of cells within each myeloid cell population (y-axis) expressing the RNA molecules indicated. **E.** Differentially expressed genes in post-treatment vs pre-treatment timepoints for all CD14<sup>+</sup> monocytes in the DC and NR groups are plotted, with genes of interest in the indicated pathways highlighted with the corresponding color dot. **F.** Pathways enriched within all CD14<sup>+</sup> monocytes (CD14<sub>ISG</sub>, CD14<sub>CTX</sub>, CD14<sub>APC</sub>, CD14<sub>IFL</sub>, and DC-like monocytes) (x-axis) in the post-treatment compared to pre-treatment timepoint are shown on the y-axis; heatmap corresponds to normalized enrichment score (NES). Columns correspond to the disease control (DC) or non-responder (NR) groups. **G.** Percent of each cell type out of total myeloid cells in circulation for patients with Child-Pugh A (n=10) or Child-Pugh B (n=4) prior to treatment (pre) and following one cycle of combination treatment (post). **H-I.** Frequency of myeloid cell type out of total circulating myeloid cells at baseline (pre) for all patients (n=20) by viral status (viral (n=14) or non-viral (n=6)) (**B**) and specific viral associations (HBV: n=6, dual HBV/HCV: n=3, HCV: n=5) (**C**). Boxes denote inter-quartile range (IQR) while bars denote 25% - 1.5xIQR and 75% + 1.5xIQR.

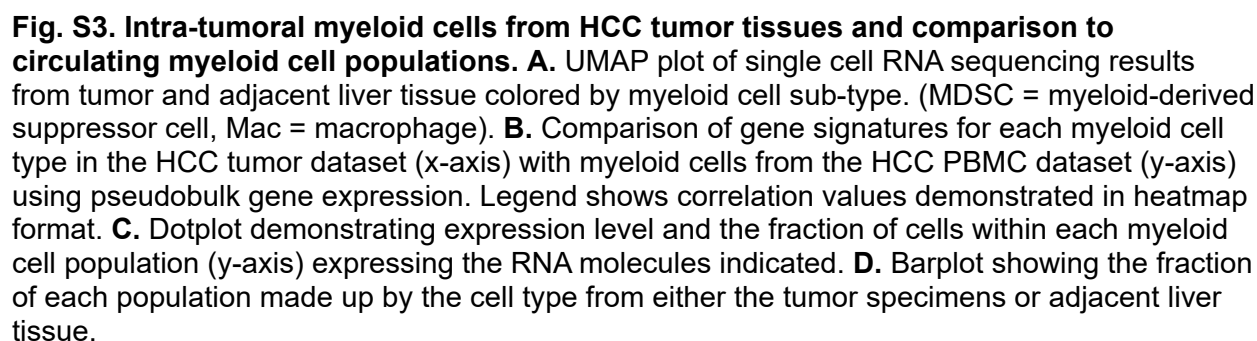

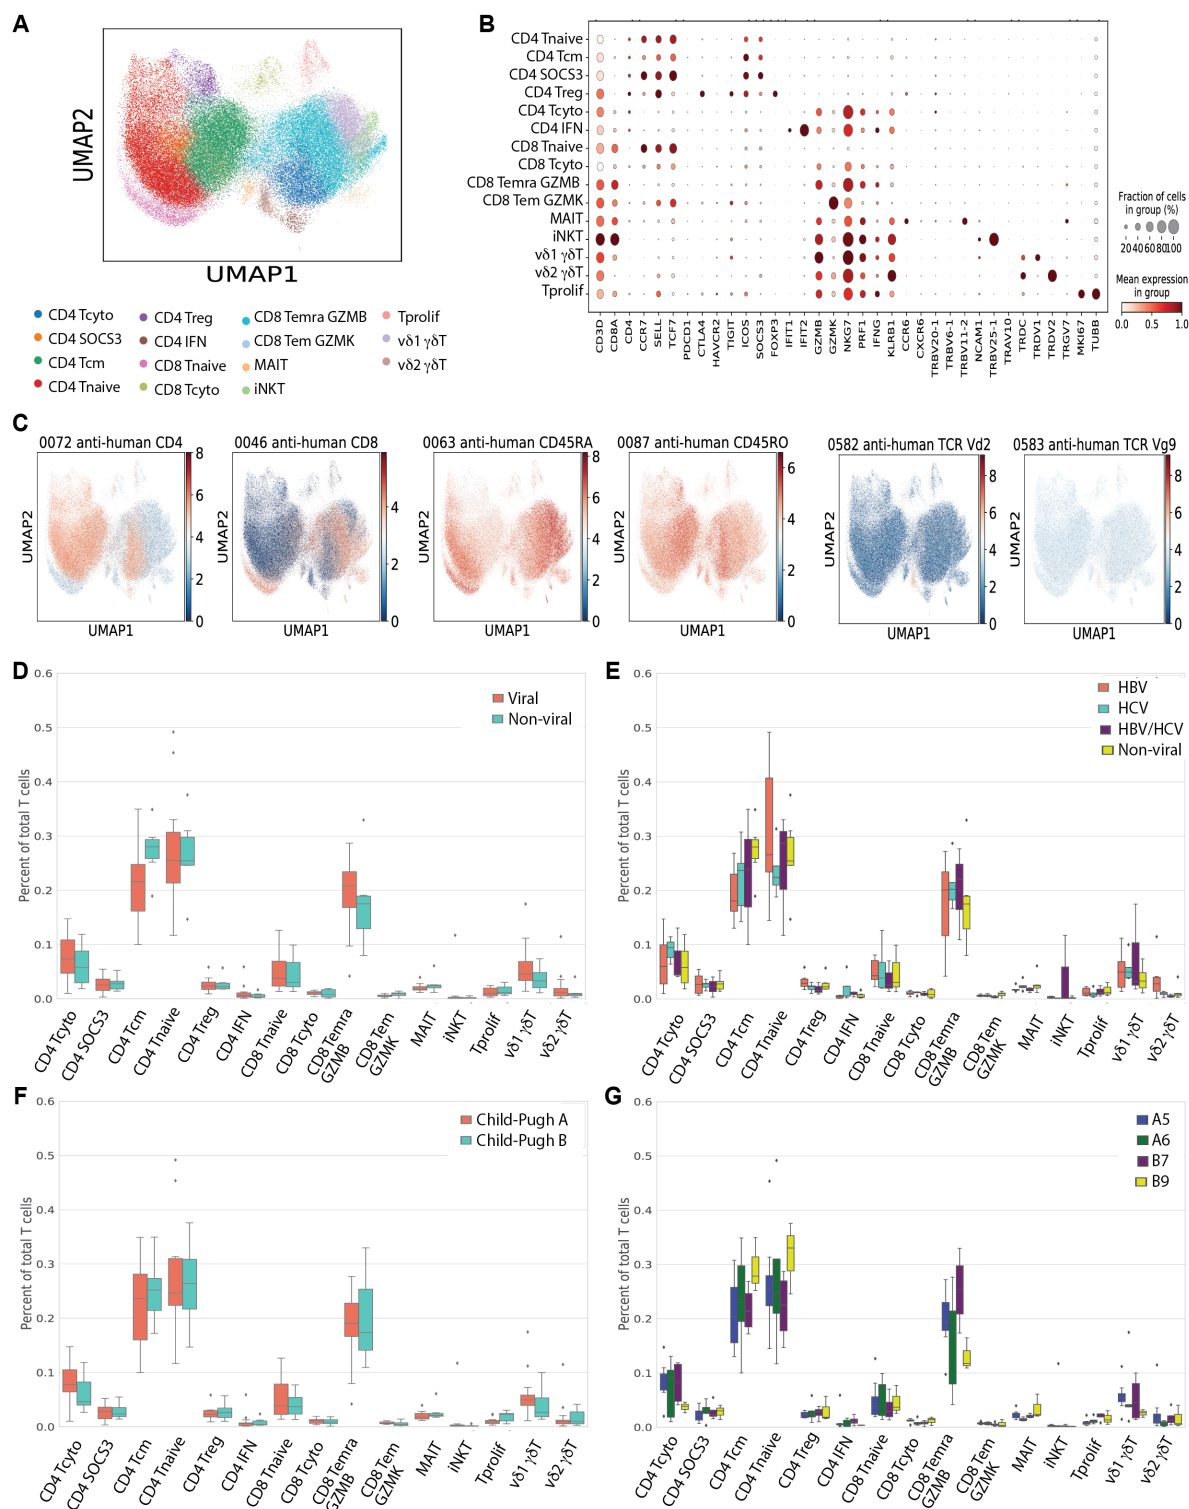

**Fig. S4. Characterization of circulating T cells from patients with advanced HCC with CITEseq. A.** Uniform Manifold Approximation and Projection (UMAP) plot of single cell RNA sequencing results from PBMCs colored by T cell sub-type. **B.** Dotplot demonstrating expression level and the fraction of cells within each T cell population (y-axis) expressing the RNA molecules indicated. The groupings on the x-axis correspond to the category of markers

used to define populations. **C.** UMAP colored by protein expression as indicated by the CITEseq antibody at the top of each plot. **D-G.** Frequency of T cell type out of total circulating T cells at baseline (pre) for all patients (n=20) by viral status (viral (n=14) or non-viral (n=6)) (**D**), specific viral associations (HBV: n=6, dual HBV/HCV: n=3, HCV: n=5) (**E**) and by Child-Pugh status (A (n=13) vs B (n=7) (**F**), Child-Pugh sub-score (A5: n=8, A6: n= 5, B7: n=4, B9: n=3) (**G**)). Boxes denote inter-quartile range (IQR) while bars denote 25% - 1.5xIQR and 75% + 1.5xIQR.

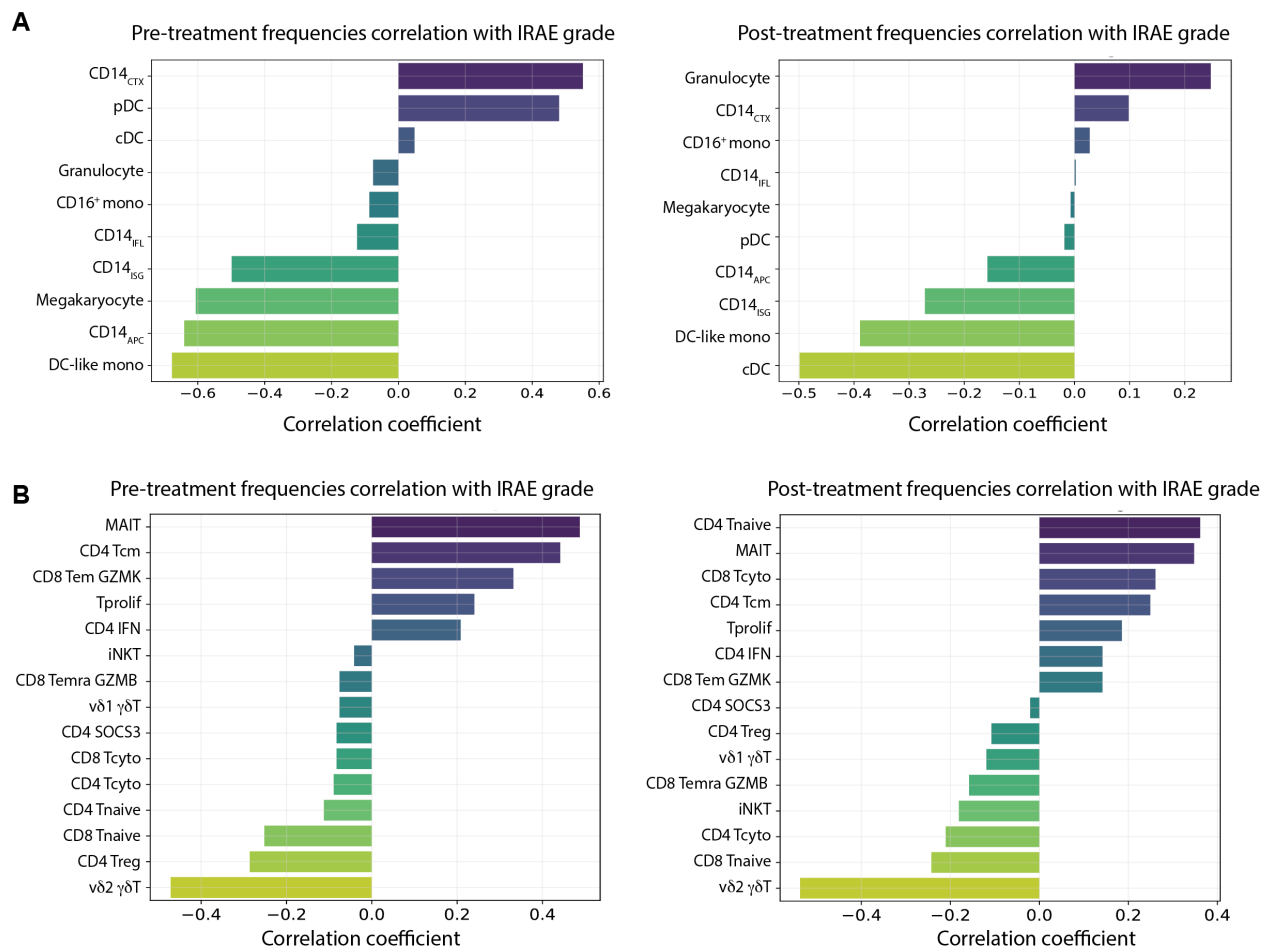

**Fig. S5. Association of circulating myeloid and T cells with immune-related adverse events (IRAEs).** **A.** Correlation coefficients for the frequency of each myeloid cell sub-type at the pre- and post-treatment timepoints and grade of IRAE in patients that experienced IRAEs. **B.** Correlation coefficients for the frequency of each T cell sub-type at the pre- and post-treatment timepoints and grade of IRAE in patients that experienced IRAEs.

**Table S1. Demographic characteristics of patients with collected PBMCs for analysis.**

| Demographic              |                                  |                              |
|--------------------------|----------------------------------|------------------------------|
|                          |                                  | <b>Screening only cohort</b> |
|                          |                                  | <b>n=5</b>                   |
| Median age, years (SD)   |                                  | 65 (5.3)                     |
| Male, n (%)              |                                  | 4 (80)                       |
| Race, n (%)              | White                            | 4 (80)                       |
|                          | Black or African American        | 0                            |
|                          | Asian                            | 1 (20)                       |
|                          | American Indian or Alaska Native | 0                            |
| Ethnicity                | Non-Hispanic/Latinx              | 4 (80)                       |
|                          | Hispanic/Latinx                  | 1 (20)                       |
| Viral status             | HBV+*                            | 1 (20)                       |
|                          | HCV+*                            | 2 (40)                       |
|                          | Non-viral                        | 2 (40)                       |
| Child-Pugh score at      | A5                               | 2 (40)                       |
| screening                | A6                               | 1 (20)                       |
|                          | B7                               | 1 (20)                       |
|                          | B9                               | 1 (20)                       |
| ALBI grade at enrollment | 1                                | 0                            |
|                          | 2                                | 2 (40)                       |
|                          | 3                                | 3 (60)                       |

Patients included in the table were screened and not enrolled in the Phase II clinical trial of combination sorafenib and nivolumab.

\*Some patients had both HBVcAb+ and HCV antibody positive, but were HBsAg negative

**Table S2. Clinical characteristics of separate HCC tumor resection cohort.**

**Table S3. Treatment-related adverse event (TRAE) occurring in more than one patient by grade and dose level.**

|                                              |                  |                  |                  |
|----------------------------------------------|------------------|------------------|------------------|
| <b>Dose Level -1 (n=11)</b>                  |                  |                  |                  |
| <b>Common TRAEs (n&gt;1 in total cohort)</b> |                  |                  |                  |
| <b>AE</b>                                    | <b>Grade 1/2</b> | <b>Grade 3/4</b> | <b>Any grade</b> |
| Rash                                         | 7 (63.6)         | 1 (9.1)          | 8 (72.7)         |
| Hypertension                                 | 5 (45.5)         | 1 (9.1)          | 6 (54.5)         |
| Increased aspartate aminotransferase         | 2 (18.2)         | 3 (27.3)         | 5 (45.5)         |
| Diarrhea                                     | 4 (36.4)         | 0                | 4 (36.4)         |
| Decreased appetite/anorexia                  | 3 (27.3)         | 0                | 3 (27.3)         |
| Emesis                                       | 3 (27.3)         | 0                | 3 (27.3)         |
| Hoarseness                                   | 3 (27.3)         | 0                | 3 (27.3)         |
| Increased alanine aminotransferase           | 3 (27.3)         | 0                | 3 (27.3)         |
| Myalgia                                      | 3 (27.3)         | 0                | 3 (27.3)         |
| Mucositis                                    | 2 (18.2)         | 1 (9.1)          | 3 (27.3)         |
| Nausea                                       | 3 (27.3)         | 0                | 3 (27.3)         |
| Palmar-plantar erythrodysesthesia syndrome   | 2 (18.2)         | 1 (9.1)          | 3 (27.3)         |
| Pruritus                                     | 3 (27.3)         | 0                | 3 (27.3)         |
| Dry skin                                     | 2 (18.2)         | 0                | 2 (18.2)         |
| Fatigue                                      | 2 (18.2)         | 0                | 2 (18.2)         |
| Weight loss                                  | 2 (18.2)         | 0                | 2 (18.2)         |
| Constipation                                 | 1 (9.1)          | 0                | 1 (9.1)          |
| Headache                                     | 1 (9.1)          | 0                | 1 (9.1)          |
| Hyperbilirubinemia                           | 0                | 1 (9.1)          | 1 (9.1)          |
| Hypoalbuminemia                              | 1 (9.1)          | 0                | 1 (9.1)          |
| Dry eye                                      | 0                | 0                | 0                |
| Dyspepsia                                    | 0                | 0                | 0                |
| Hyponatremia                                 | 0                | 0                | 0                |

|                                              |                  |                  |                  |
|----------------------------------------------|------------------|------------------|------------------|
| <b>Dose Level 1 (n=5)</b>                    |                  |                  |                  |
| <b>Common TRAEs (n&gt;1 in total cohort)</b> |                  |                  |                  |
| <b>AE</b>                                    | <b>Grade 1/2</b> | <b>Grade 3/4</b> | <b>Any grade</b> |
| Rash                                         | 3 (60)           | 0                | 3 (60)           |
| Constipation                                 | 2 (40)           | 0                | 2 (40)           |
| Diarrhea                                     | 2 (40)           | 0                | 2 (40)           |
| Dry eye                                      | 2 (40)           | 0                | 2 (40)           |
| Dry skin                                     | 2 (40)           | 0                | 2 (40)           |

|                                            |         |         |         |
|--------------------------------------------|---------|---------|---------|
| Dyspepsia                                  | 2 (40)  | 0       | 2 (40)  |
| Hyperbilirubinemia                         | 0       | 2 (40)  | 2 (40)  |
| Hyponatremia                               | 1 (20)  | 1 (20)  | 2 (40)  |
| Increased alanine aminotransferase         | 2 (40)  | 0       | 2 (40)  |
| Increased aspartate aminotransferase       | 2 (40)  | 0       | 2 (40)  |
| Myalgia                                    | 2 (40)  | 0       | 2 (40)  |
| Palmar-plantar erythrodysesthesia syndrome | 0       | 2 (40)  | 2 (40)  |
| Headache                                   | 1 (20)  | 0       | 1 (20%) |
| Hoarseness                                 | 1 (20)  | 0       | 1 (20%) |
| Hypoalbuminemia                            | 1 (20)  | 0       | 1 (20%) |
| Fatigue                                    | 0       | 1 (20%) | 1 (20%) |
| Mucositis                                  | 1 (20%) | 0       | 1 (20%) |
| Decreased appetite/anorexia                | 0       | 0       | 0       |
| Emesis                                     | 0       | 0       | 0       |
| Hypertension                               | 0       | 0       | 0       |
| Nausea                                     | 0       | 0       | 0       |
| Pruritus                                   | 0       | 0       | 0       |
| Weight loss                                | 0       | 0       | 0       |

**Table S4. Treatment-related adverse event (TRAE) occurring in more than one patient by grade and Child-Pugh status.**

|                                                 |                  |                  |                  |
|-------------------------------------------------|------------------|------------------|------------------|
| <b>Child Pugh A (n=10)</b>                      |                  |                  |                  |
| <b>Common TRAEs (n&gt;1 in total cohort)</b>    |                  |                  |                  |
| <b>AE</b>                                       | <b>Grade 1/2</b> | <b>Grade 3/4</b> | <b>Any grade</b> |
| Rash                                            | 7 (70)           | 1 (10)           | 8 (80)           |
| Increased alanine aminotransferase              | 4 (40)           | 0                | 4 (40)           |
| Increased aspartate aminotransferase            | 4 (40)           | 0                | 4 (40)           |
| Palmar-plantar erythrodysesthesia syndrome      | 1 (10)           | 3 (30)           | 4 (40)           |
| Decreased appetite/anorexia                     | 3 (30)           | 0                | 3 (30)           |
| Diarrhea                                        | 3 (30)           | 0                | 3 (30)           |
| Fatigue                                         | 2 (20)           | 1 (10)           | 3 (30)           |
| Hoarseness                                      | 3 (30)           | 0                | 3 (30)           |
| Hypertension                                    | 2 (20)           | 1 (10)           | 3 (30)           |
| Mucositis                                       | 3 (30)           | 0                | 3 (30)           |
| Myalgia                                         | 3 (30)           | 0                | 3 (30)           |
| Constipation                                    | 2 (20)           | 0                | 2 (20)           |
| Dry eye                                         | 2 (20)           | 0                | 2 (20)           |
| Dry skin                                        | 2 (20)           | 0                | 2 (20)           |
| Dyspepsia                                       | 2 (20)           | 0                | 2 (20)           |
| Emesis                                          | 2 (20)           | 0                | 2 (20)           |
| Headache                                        | 2 (20)           | 0                | 2 (20)           |
| Hypoalbuminemia                                 | 2 (20)           | 0                | 2 (20)           |
| Hyponatremia                                    | 1 (10)           | 1 (10)           | 2 (20)           |
| Nausea                                          | 2 (20)           | 0                | 2 (20)           |
| Pruritus                                        | 2 (20)           | 0                | 2 (20)           |
| Weight loss                                     | 2 (20)           | 0                | 2 (20)           |
| Hyperbilirubinemia                              | 0                | 1 (10)           | 1 (10)           |
| <b>Other Gr 3/4 TRAEs (n=1 in total cohort)</b> |                  |                  |                  |
| Keratoacanthoma/florid lichenoid skin reaction  |                  | 1 (10)           |                  |
| <b>Individual patients with Gr3/4 TRAE</b>      |                  | <b>7 (70)</b>    |                  |
|                                                 |                  |                  |                  |
| <b>Child Pugh B (n=6)</b>                       |                  |                  |                  |
| <b>Common TRAEs (n&gt;1 in total cohort)</b>    |                  |                  |                  |
| <b>AE</b>                                       | <b>Grade 1/2</b> | <b>Grade 3/4</b> | <b>Any grade</b> |
| Diarrhea                                        | 3 (50)           | 0                | 3 (50)           |
| Hypertension                                    | 3 (50)           | 0                | 3 (50)           |

|                                                 |          |                 |          |
|-------------------------------------------------|----------|-----------------|----------|
| Increased aspartate aminotransferase            | 0        | 3 (50)          | 3 (50)   |
| Rash                                            | 3 (50)   | 0               | 3 (50)   |
| Dry skin                                        | 2 (33.3) | 0               | 2 (33.3) |
| Hyperbilirubinemia                              | 0        | 2 (33.3)        | 2 (33.3) |
| Myalgia                                         | 2 (33.3) | 0               | 2 (33.3) |
| Constipation                                    | 1 (16.7) | 0               | 1 (16.7) |
| Emesis                                          | 1 (16.7) | 0               | 1 (16.7) |
| Hoarseness                                      | 1 (16.7) | 0               | 1 (16.7) |
| Increased alanine aminotransferase              | 1 (16.7) | 0               | 1 (16.7) |
| Mucositis                                       | 0        | 1 (16.7)        | 1 (16.7) |
| Nausea                                          | 1 (16.7) | 0               | 1 (16.7) |
| Palmar-plantar erythrodysesthesia syndrome      | 1 (16.7) | 0               | 1 (16.7) |
| Pruritus                                        | 1 (16.7) | 0               | 1 (16.7) |
| Decreased appetite/anorexia                     | 0        | 0               | 0        |
| Dry eye                                         | 0        | 0               | 0        |
| Dyspepsia                                       | 0        | 0               | 0        |
| Headache                                        | 0        | 0               | 0        |
| Hypoalbuminemia                                 | 0        | 0               | 0        |
| Hyponatremia                                    | 0        | 0               | 0        |
| Fatigue                                         | 0        | 0               | 0        |
| Weight loss                                     | 0        | 0               | 0        |
| <b>Other Gr 3/4 TRAEs (n=1 in total cohort)</b> |          |                 |          |
| Immune related hepatitis                        |          | 1 (16.7)        |          |
| <b>Individual patients with Gr3/4 TRAE</b>      |          | <b>4 (66.7)</b> |          |

**Table S5. Immune-related adverse event (IRAE) occurring in more than one patient by grade.**

| <b>Immune-related adverse event occurring in n&gt;1 patient, n (%)</b> | <b>Grade 1 or 2</b> | <b>Grade 3 or 4</b> | <b>Any grade</b> |
|------------------------------------------------------------------------|---------------------|---------------------|------------------|
| Rash                                                                   | 9 (56.3)            | 0                   | 9 (56.3)         |
| Increased aspartate aminotransferase                                   | 3 (18.8)            | 2 (12.5)            | 5 (31.3)         |
| Diarrhea                                                               | 3 (18.8)            | 0                   | 3 (18.8)         |
| Fatigue                                                                | 2 (12.5)            | 1 (6.25)            | 3 (18.8)         |
| Mucositis                                                              | 2 (12.5)            | 1 (6.25)            | 3 (18.8)         |
| Myalgia                                                                | 3 (18.8)            | 0                   | 3 (18.8)         |
| Constipation                                                           | 2 (12.5)            | 0                   | 2 (12.5)         |
| Decreased appetite                                                     | 2 (12.5)            | 0                   | 2 (12.5)         |
| Dry eye                                                                | 2 (12.5)            | 0                   | 2 (12.5)         |
| Dry skin                                                               | 2 (12.5)            | 0                   | 2 (12.5)         |
| Emesis                                                                 | 2 (12.5)            | 0                   | 2 (12.5)         |
| Hyperbilirubinemia                                                     | 1 (6.25)            | 1 (6.25)            | 2 (12.5)         |
| Hyponatremia                                                           | 1 (6.25)            | 1 (6.25)            | 2 (12.5)         |
| Increased alanine aminotransferase                                     | 2 (12.5)            | 0                   | 2 (12.5)         |
| Nausea                                                                 | 2 (12.5)            | 0                   | 2 (12.5)         |

**Table S6. Immune-related adverse event (IRAE) occurring in more than one patient by grade and Child-Pugh status.**

| <b>Common IRAEs<br/>(n&gt;1 in total<br/>cohort)</b> | <b>Child Pugh A (n=10)</b> |                     |                  | <b>Child Pugh B (n=6)</b> |                     |                  |
|------------------------------------------------------|----------------------------|---------------------|------------------|---------------------------|---------------------|------------------|
|                                                      | <b>Grade 1 or 2</b>        | <b>Grade 3 or 4</b> | <b>Any grade</b> | <b>Grade 1 or 2</b>       | <b>Grade 3 or 4</b> | <b>Any grade</b> |
| <b>Immune-related<br/>adverse event, n<br/>(%)</b>   |                            |                     |                  |                           |                     |                  |
| Rash                                                 | 6 (60)                     | 0                   | 6 (60)           | 3 (50)                    | 0                   | 3 (50)           |
| Increased aspartate<br>aminotransferase              | 3 (30)                     | 0                   | 3 (30)           | 0                         | 2 (33.3)            | 2 (33.3)         |
| Diarrhea                                             | 2 (20)                     | 0                   | 2 (20)           | 1 (16.7)                  | 0                   | 1 (16.7)         |
| Fatigue                                              | 2 (20)                     | 1 (10)              | 3 (30)           | 0                         | 0                   | 0                |
| Myalgia                                              | 2 (20)                     | 0                   | 2 (20)           | 1 (16.7)                  | 0                   | 1 (16.7)         |
| Mucositis                                            | 2 (20)                     | 0                   | 2 (20)           | 0                         | 1 (16.7)            | 1 (16.7)         |
| Constipation                                         | 1 (10)                     | 0                   | 1 (10)           | 1 (16.7)                  | 0                   | 1 (16.7)         |
| Decreased appetite                                   | 2 (20)                     | 0                   | 2 (20)           | 0                         | 0                   | 0                |
| Dry eye                                              | 2 (20)                     | 0                   | 2 (20)           | 0                         | 0                   | 0                |
| Dry skin                                             | 0                          | 0                   | 0                | 2 (33.3)                  | 0                   | 2 (33.3)         |
| Emesis                                               | 1 (10)                     | 0                   | 1 (10)           | 1 (16.7)                  | 0                   | 1 (16.7)         |
| Hyperbilirubinemia                                   | 1 (10)                     | 0                   | 1 (10)           | 0                         | 1 (16.7)            | 1 (16.7)         |
| Hyponatremia                                         | 1 (10)                     | 1 (10)              | 2 (20)           | 0                         | 0                   | 0                |
| Increased alanine<br>aminotransferase                | 1 (10)                     | 0                   | 1 (10)           | 1 (16.7)                  | 0                   | 1 (16.7)         |
| Nausea                                               | 1 (10)                     | 0                   | 1 (10)           | 1 (16.7)                  | 0                   | 1 (16.7)         |
| <b>Individual patients<br/>with Gr3/4 IRAEs</b>      |                            | 2 (20)              |                  |                           | 3 (50)              |                  |

**Table S7. Clinical responses overall and by dose level (DL).**

|                                                                                             | <b>DL -1<br/>(n=11)</b> | <b>DL 1<br/>(n=5)</b> | <b>Total<br/>(n=16)</b> |
|---------------------------------------------------------------------------------------------|-------------------------|-----------------------|-------------------------|
| Complete response (CR)                                                                      | 0                       | 0                     | 0                       |
| Partial response (PR)                                                                       | 1 (9.1)                 | 0                     | 1 (6.3)                 |
| Stable disease (SD)                                                                         | 8 (72.7)                | 0                     | 8 (50)                  |
| Progressive disease (PD)                                                                    | 2 (18.1)                | 5 (100)               | 7 (43.8)                |
| Not evaluable (NE)                                                                          | 0                       | 0                     | 0                       |
| <b>Response rate, n (%)</b>                                                                 |                         |                       |                         |
| Objective response rate (CR/PR)                                                             | 1 (9.1)                 | 0                     | 1 (6.3)                 |
| Disease control rate (CR/PR/SD)                                                             | 9 (81.8)                | 0                     | 9 (56.3)                |
| <b>Kaplan-Meier estimate of median duration of SD,<br/>months (95% confidence interval)</b> |                         |                       |                         |
| Progression-free survival (PFS)                                                             | 3.68 (2.83,<br>NR)      | 1.84<br>(1.58, NR)    | 2.58 (2.01,<br>7.17)    |
| Overall survival (OS)                                                                       | 15.2<br>(10.03,<br>NR)  | 8.78<br>(5.95, NR)    | 12.99 (8.65,<br>35.8)   |

# Supplementary material for: Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction
**Source:** JHEP Rep. 2026 Mar 12;8(5):101817. doi: 10.1016/j.jhepr.2026.101817
**Supplement:** Multimedia component 2

**JHEP Reports**

**CTAT methods**

Tables for a “Complete, Transparent, Accurate and Timely account” (CTAT) are now mandatory for all revised submissions. The aim is to enhance the reproducibility of methods.

- Only include the parts relevant to your study
- Refer to the CTAT in the main text as ‘Supplementary CTAT Table’
- Do not add subheadings
- Add as many rows as needed to include all information
- Only include one item per row

**If the CTAT form is not relevant to your study, please outline the reasons why:**

|  |
| --- |

- 1. **Antibodies- see 1.4 for CITEseq antibodies used**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Clone no.** |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |

- 1. **Cell lines – n/a**

| **Name** | **Citation** | **Supplier** | **Cat no.** | **Passage no.** | **Authentication test method** |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |

- 1. **Organisms – n/a**

| **Name** | **Citation** | **Supplier** | **Strain** | **Sex** | **Age** | **Overall n number** |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |

- 1. **Sequence based reagents**

- 1. **Biological samples**

| **Description** | **Source** | **Identifier** |
| --- | --- | --- |
| Peripheral blood mononuclear cells | University of California San Francisco | B-01, B-02, B-03, B-04, B-05, B-06, B-07, B-08, B-09, B-10, B-11, B-12, B-13, B-14, B-15, B-17, B-18, B-21, B-22, B-23 |
| Resected Surgical Tissue | University of California San Francisco | A-12, A-18, A-19, A-20, A-23, A-24, A-30 |

- 1. **Deposited data**

| **Name of repository** | **Identifier** | **Link** |
| --- | --- | --- |
| NCBI GEO | GSE318420 | https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE318420 |

- 1. **Software**

| **Software name** | **Manufacturer** | **Version** |
| --- | --- | --- |
| CellRanger | 10x Genomics | 7.0.0 |
| Freemuxlet | https://github.com/statgen/popscle | 0.1 |
| Scrublet | https://github.com/AllonKleinLab/scrublet | 0.2.1 |
| Scanpy | https://github.com/theislab/Scanpy | 1.6.0 |
| Harmony | https://github.com/immunogenomics/harmony | 0.0.10 |
| Memento | https://github.com/yelabucsf/scrna-parameter-estimation | 0.1.2 |
| GSEApy | https://github.com/zqfang/GSEApy | 1.1.7 |

- 1. **Other (*e.g*. drugs, proteins, vectors etc.) – n/a**

|  |  |  |
| --- | --- | --- |
|  |  |  |

- 1. **Please provide the details of the corresponding methods author for the manuscript:**

| Bridget Keenan, address: 550 16th St., San Francisco, CA 94143, email: ; Robin K. Kelley, address: 550 16th St., San Francisco, CA 94143, email: . |
| --- |

**2.0 Please confirm for randomised controlled trials all versions of the clinical protocol are included in the submission. These will be published online as supplementary information.**

| All protocol and informed consent versions are included in the supplement. |
| --- |

# Supplementary material for: Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction
**Source:** JHEP Rep. 2026 Mar 12;8(5):101817. doi: 10.1016/j.jhepr.2026.101817
**Supplement:** Multimedia component 3

## ICMJE DISCLOSURE FORM

**Date:** 12/10/2025

**Your Name:** Bridget Keenan

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/10/2025

**Your Name:** Zenghua Fan

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** Bryan Khuong Le

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/9/2025

**Your Name:** Quincy Harris

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** Jocelin Chen

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** Matthew Clark

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 12/9/2025

**Your Name:** Avery Lea

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/8/2025

**Your Name:** Li Zhang

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** Alexander Cheung

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** Frances Lara

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** John Gordan

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/8/2025

**Your Name:** Paige M Bracci

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/11/2025

**Your Name:** Spencer Behr

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

## ICMJE DISCLOSURE FORM

**Date:** 12/10/2025

**Your Name:** Lawrence Fong

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/8/2025

**Your Name:** Alan P Venook

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 12/7/2025

**Your Name:** Edward Kim

**Manuscript Title:** Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

**Manuscript Number (if known):** JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

Date: 12/10/25

Your Name: Robin K. Kelley

Manuscript Title: Immunosuppressive monocytes are enriched in hepatocellular carcinoma patients with liver dysfunction in a phase II trial of combination sorafenib and nivolumab

Manuscript number (if known): JHEPR-D-25-01172

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The following questions apply to the author's relationships/activities/interests as they relate to the current manuscript only.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

Please place an "X" next to the following statement to indicate your agreement:

  X   I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# Supplementary material for: Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction
**Source:** JHEP Rep. 2026 Mar 12;8(5):101817. doi: 10.1016/j.jhepr.2026.101817
**Supplement:** Multimedia component 4

# Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction

## Authors

Bridget P. Keenan, Zenghua Fan, Bryan Khuong Le, ..., Alan P. Venook, Edward J. Kim, Robin K. Kelley

## Graphical abstract

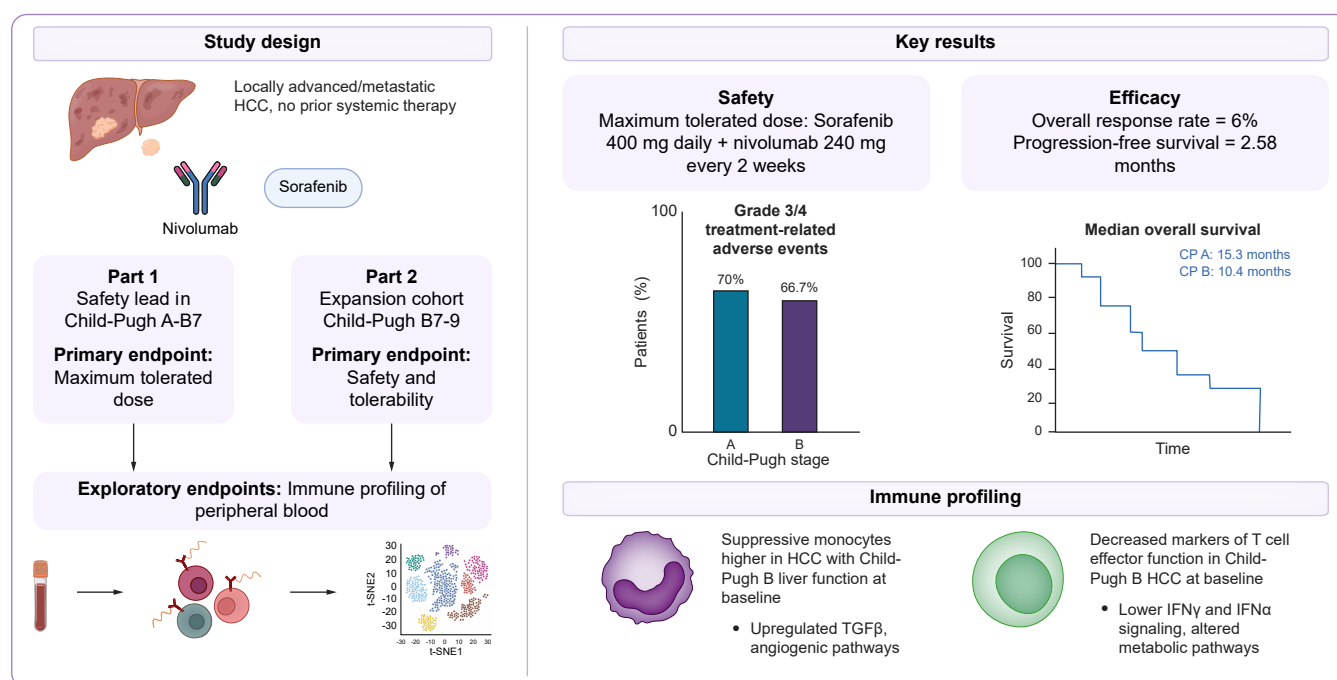

## Highlights:

- The combination of sorafenib and nivolumab showed acceptable safety in Child-Pugh A/B HCC.
- Grade  $\geq 3$  TRAEs occurred in 69% of enrolled patients.
- The objective response rate of 6% did not meet the threshold for further exploration.
- Patients with Child-Pugh B disease had more suppressive CD14<sup>+</sup> monocytes at baseline.
- Myeloid cells should be targeted in advanced liver disease to overcome resistance.

## Impact and implications:

This study addresses the crucial need for effective therapies for patients with advanced HCC and compromised liver function, a population historically excluded from many clinical trials. The findings suggest that, although the combination of sorafenib and nivolumab demonstrated acceptable safety across different liver function subgroups, there was a low response rate overall. Importantly, the discovery of distinct immune profiles, particularly an increase in suppressive immune cells in patients with worse liver function, provides insights into potential mechanisms of resistance to immunotherapy. These results are crucial for understanding how we can improve the treatment of advanced HCC, especially in patients with impaired liver function.

# Phase II trial with nivolumab and sorafenib in HCC identified enrichment of immunosuppressive monocytes in patients with Child-Pugh B liver dysfunction

Bridget P. Keenan<sup>1,2,3,\*</sup>, Zenghua Fan<sup>1,2,3</sup>, Bryan Khuong Le<sup>1</sup>, Quincy Harris<sup>1</sup>, Jocelin Chen<sup>1</sup>, Matthew Clark<sup>1,2,3</sup>, Avery Lea<sup>1,2,3</sup>, Li Zhang<sup>1,2,3,4</sup>, Alexander Cheung<sup>1,2,3</sup>, Frances Lara<sup>5</sup>, John D. Gordan<sup>1,2</sup>, Paige Bracci<sup>1,4</sup>, Spencer C. Behr<sup>1,6</sup>, Lawrence Fong<sup>1,2,3,7</sup>, Alan P. Venook<sup>1,2</sup>, Edward J. Kim<sup>5</sup>, Robin K. Kelley<sup>1,2,\*</sup>

JHEP Reports 2026. vol. 8 | 1–15

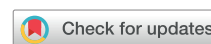

**Background & Aims:** Immune checkpoint inhibition (ICI) and anti-angiogenic therapies are active in hepatocellular carcinoma (HCC), although patients with impaired hepatic function have worse outcomes.

**Methods:** We conducted an open-label phase II clinical trial to assess the safety and efficacy of the multikinase inhibitor, sorafenib, combined with nivolumab, in patients with advanced HCC and varying liver function. In a Part 1 safety lead-in, we investigated the maximum-tolerated dose (MTD) of the combination in patients with Child-Pugh A or B7. In Part 2, we enrolled patients with Child-Pugh B7–9 HCC with the primary endpoint of grade  $\geq 3$  treatment-related adverse event (TRAE) incidence. Exploratory endpoints included immunological biomarkers.

**Results:** Overall, 25 patients were consented and 16 eligible patients enrolled. In Part 1, dose-limiting toxicity occurred in one of six patients in Dose Level -1, and two of five patients in Dose Level 1; Dose Level -1 was determined to be the MTD. In total, 69% of patients experienced a grade  $\geq 3$  TRAE, with similar distribution for patients with Child-Pugh A and B (70%, 95% CI: 0.35–0.93 vs. 66.7%, 95% CI: 0.22–0.96). The objective response rate was 6% and median overall survival was 12.99 months (Child-Pugh A: 15.26 and Child-Pugh B: 10.41). We found that patients with Child-Pugh B liver disease harbored more circulating suppressive CD14<sup>+</sup> monocytes at baseline compared with those with Child-Pugh A disease.

**Conclusions:** Although combination sorafenib and nivolumab demonstrated acceptable safety at the MTD in both Child-Pugh subgroups, the objective response rate was below the prespecified threshold to be declared worthy of further exploration. A distinct immune cell profile in patients with Child-Pugh B disease might define mechanisms of resistance and potential therapeutic targets in this population with unmet clinical need.

**Clinical trial:** NCT03439891.

© 2026 The Authors. Published by Elsevier B.V. on behalf of European Association for the Study of the Liver (EASL). This is an open access article under the CC BY license (<http://creativecommons.org/licenses/by/4.0/>).

## Introduction

Hepatocellular carcinoma (HCC) is the third leading cause of cancer death worldwide and is increasing in incidence in the USA.<sup>1–3</sup> Most patients are diagnosed with, or progress to, advanced stages of disease requiring systemic therapies, although only a subset of patients experience durable benefit. Antiangiogenic therapies, including multikinase inhibition with agents such as sorafenib, lenvatinib, cabozantinib, and regorafenib, have been a mainstay of therapy for advanced HCC since the pivotal SHARP trial demonstrated improvement in overall survival (OS) with sorafenib compared with placebo.<sup>4</sup> Immune checkpoint inhibition (ICI) with monoclonal antibodies targeting programmed cell death protein 1 (PD-1) and programmed cell death ligand 1 (PD-L1), such as nivolumab, pembrolizumab, atezolizumab, and durvalumab, can achieve

durable objective responses in 15–18% of patients but low rates of disease control overall.<sup>5–8</sup>

Combining antiangiogenic therapy with ICI holds the potential to augment the immune response through modulation of both the tumor immune microenvironment and microvasculature.<sup>9–11</sup> Multikinase inhibitors, the targets of which include vascular endothelial growth factor (VEGF) receptor isoforms, have been shown to differentially inhibit immunosuppressive immune cell populations, including regulatory T cells and myeloid cells, as well as inducing PD-L1 expression on immune cells, factors that might favor immune responses on ICI.<sup>12–17</sup> Inhibition of VEGF or its receptors could also foster an immune responsive microenvironment through normalization of microvasculature.<sup>18,19</sup>

<https://doi.org/10.1016/j.jhepre.2026.101817>

The benefit of combining ICI with VEGF-targeted therapies in HCC has been established in multiple phase III clinical trials.<sup>20–22</sup> The combination of atezolizumab plus bevacizumab was demonstrated to be superior to sorafenib in the IMbrave150 trial, with median OS of 19.2 months for atezolizumab plus bevacizumab vs. 13.4 months for sorafenib (hazard ratio [HR] 0.66).<sup>20,23</sup> Likewise, the combination of VEGFR receptor (VEGFR)-2 inhibition with rivoceranib and the anti-PD-1 ICI, camrelizumab, showed significant prolongation of OS and progression-free survival (PFS) in the CARES-310 trial, but was accompanied by higher rates of grade 3 and 4 toxicity.<sup>21</sup> In the COSMIC-312 trial, a regimen of cabozantinib plus atezolizumab also achieved significant prolongation in PFS over standard sorafenib, but failed to improve OS, with higher rates of toxicity.<sup>22</sup> Collectively, these studies validate the activity of ICI combined with antiangiogenic agents in HCC but underscore the potential for higher rates of toxicity.

How the deposited data were processed for this re-analysis (not part of the article)

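Resected HCC tumors and adjacent liver of 7 patients were studied by single-cell RNA sequencing in 16 libraries (10x 5′ v1). Each library's files held raw UMI counts per gene and barcode from Cell Ranger 7.0.0 on GRCh38, for the cell barcodes deposited. The labels and values showed no normalization. The study's own steps after Cell Ranger used Scanpy 1.6.0. The antibody features listed in the files had no counts in any library and were not used. Blood samples of the trial were not among these files, so correlations with circulating populations could not be computed. Of the gene identifiers, 99.36% were found in GENCODE v44. Genes on the Y chromosome, XIST, and genes with common deletions or strongly allele-dependent levels (128 genes in all) were left out of all tables.

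Of 94300 barcodes, 70844 (75.1%) passed the study's limits on genes and mitochondrial UMIs, between 39.75% and 98.5% per library. Scrublet's scores were computed per library. Its automatic threshold was used in the 4 libraries where it called at least 0.5% of barcodes, and in the other 12 the highest-scoring barcodes were removed, at 0.8% per 1000 barcodes. In all, 5183 of 93976 scored barcodes (5.52%) were called doublets, and 68171 cells were kept. UMIs were scaled to 10000 per cell and log-transformed. Ribosomal, mitochondrial and immunoglobulin and T cell receptor variable genes, genes in under 3 cells and SPP1 were kept out of the 2000 variable genes. The share of mitochondrial UMIs and the number of genes were regressed out, genes were scaled, and 30 principal components were corrected by patient with a compact form of Harmony, which was tested on simulated data (1200 cells, with 45.8% of neighbors from the other batch after correction and 0 before, and 100% from the cell's own group). Leiden clustering used 15 exact neighbors at resolution 1.0 for all cells (34 clusters) and 0.6 for myeloid cells.

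Clusters were named from marker lists fixed before the data were examined: T-cell-like, NK-like, B-cell-like, plasma-like, monocyte-like, CD16 monocyte-like, macrophage-like, Kupffer-like, 3 kinds of dendritic cells, pDC-like, mast-like, neutrophil-like and non-immune classes. No marker list was fixed for myeloid-derived suppressor cells, so no cluster was given that name. The class monocytes/macrophages joined the monocyte-like, CD16 monocyte-like, macrophage-like and Kupffer-like clusters. One sum of UMIs was made per patient and tissue for this class and for T cells. The sums were 5 tumor and 5 adjacent-liver samples for monocytes/macrophages and 6 and 5 for T cells, and 1 tumor had too few monocytes and macrophages for a sum.

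Genes were compared between tumor and adjacent liver with edgeR 4.0.16 (TMM, filterByExpr, robust quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The CPM in the text use TMM-scaled library sizes. DESeq2 1.42.0 was an alternative. Gene lists were compared with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01 and at an estimated one. A list with under 3 tested members had no camera test. For monocytes/macrophages the lists were SPP1 tumor-associated macrophage, resident Kupffer cell, classical monocyte, type I interferon response, inflammatory cytokines, chemotaxis, class II antigen presentation, hypoxia and glycolysis, lipid handling, matrix remodeling, immune suppression, dissociation and stress, cell cycle, and RNA of hepatocytes, hepatocellular carcinoma, T and NK cells, B and plasma cells, endothelium, fibroblasts, red cells and neutrophils. For T cells they were exhaustion, regulatory T cell, cytotoxicity, MAIT and innate-like, naive and central memory, tissue residence, type I interferon response, SOCS and cytokine signaling, dissociation and stress, cell cycle, and RNA of hepatocytes, myeloid cells, B and plasma cells, endothelium and red cells. Some genes stand on 2 lists. The genes named in the text were set by a rule: those the paper names (SPP1, CD14, SOCS3), the 8 largest changes in each direction among genes past the threshold with a mean log2 CPM of at least 4 and the same direction in every patient with both tissues, up to 4 most changed members of each list, and the markers of the cluster with the highest SPP1 level. Positions are from GENCODE v44.

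The share of cells with an SPP1 UMI was computed after each cell was thinned to 1000 UMIs, and shallower cells were left out (5.75% of the tumor and 56.9% of the adjacent-liver monocytes and macrophages). T cells, which can express SPP1 when activated, gave an upper limit for free RNA. APOC1 and ALB were set against T cells in the same way after the data were seen. The SPP1 level of a cluster was ranked within each tumor with at least 10 cells of the cluster and 100 SPP1 UMIs in its monocytes and macrophages, in relation to that tumor's own monocytes and macrophages, so that samples weighed equally. Shares were compared by two-sided exact permutation tests on the difference of the group means, adjusted over the clusters or classes, with sums of under 20 cells (100 for immune classes) left out. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only.

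The patient numbers pair 4 tumors with 4 adjacent livers. As the study states no block, the main tests leave it out, and an alternative takes the patient as a block. Over 5334 genes in monocytes/macrophages, deviations from the group means correlated across genes within patients at r from -0.0266 to 0.286 (3 of 4 pairs over 0.1, against a median of -0.0314 between patients), and over 7941 genes in T cells at -0.0986 to 0.456 (2 of 4 pairs over 0.1). Genes are not independent replicates in these correlations.

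On counts simulated from the fitted means and dispersions, the edgeR test in monocytes/macrophages recovered 23.9% of genes changed 2-fold, 88.4% at 4-fold and 100% at 8-fold, and in T cells 6% at 2-fold, 70% at 4-fold and 94% at 8-fold. The simulated counts held no patient effect, and only genes with a mean log2 CPM of at least 4 were changed. These rates therefore need not hold for the real samples. Alternatives set before the data were examined were DESeq2, library size without TMM, no low-count filter, the patient as a block, live-sorted libraries only, 50 cells per sum, a relaxed cell filter (under 20% mitochondrial UMIs, over 200 and under 6000 genes), doublets kept, no batch correction, leaving out each sample (for genes and shares), thinning to 500 UMIs or none, resolutions of 0.3 and 1.0, SPP1 kept among the variable genes, and camera with an estimated correlation. Alternatives added after seeing the data were leaving out each sample for the gene lists, the matched patients without a block, macrophage-like and Kupffer-like clusters only, T cells without the FOXP3-led and cycling clusters, the block with 50 cells per sum, and clustering without genes that differ between the tissues. Libraries were compared for shared barcodes and counts in 120 pairs. In 1 pair 22.42% of barcodes were shared, over 5% in no other, and no shared barcode had identical counts. The check was made for libraries present in 2 copies, and why that pair shared barcodes was not tested. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, leidenalg 0.10.2 and scikit-learn 1.9.0 was used for the remaining steps.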

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

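The tests on explanations were chosen after the results were seen, except the share of NK cells among NK and T cells, as a test of more of the other immune cells, and the test without the tumor of few T cells.

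SPP1 was higher in monocytes and macrophages of tumor than of adjacent liver, and 1 tumor stood far from the others, with 81.1% of these cells holding an SPP1 UMI against at most 10.4% in the other 3 tumors. Leaving out that tumor gave a log2 fold change of 5.55 (standard error 1.42, adjusted p = 0.164 from edgeR, in a range of 0.000537 to 0.878 over the alternatives), so this tumor alone does not account for the direction. Free RNA is argued against, as SPP1 CPM in monocytes and macrophages were at least 2.90 times those in T cells of the same tumor (counting interval 2.09 to 3.96 in the tumor with the lowest ratio). A different mix of clusters is argued against in 4 tumors, where SPP1 was at least 7.61 times the level expected from adjacent liver's clusters (counting interval 3.57 to 10.5), while in the tumor with the least SPP1 the ratio was 2.12 (1.04 to 2.80) and the mix cannot be told apart from a rise within clusters, because adjacent liver gave only 21 SPP1 UMIs. A difference between the tissues in how macrophages express SPP1 stays open as a hypothesis.

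NK cells were a smaller share of immune cells in tumor, in data the paper does not report, by 33.72 percentage points (12.7% ± 8.57 (SD, n = 6) against 46.4% ± 17.1 (SD, n = 5), exact permutation test, p = 0.00433, adjusted p = 0.039 over 9 classes). A cluster of 1686 cells that scored alike for neutrophil and NK cell genes (1.18 each) was counted as NK cells. It held 11.2% of the NK cells of adjacent liver and 12.4% of those of tumor. CD45 enrichment and the limit on genes per cell are argued against as the whole cause, with -29.2 percentage points in live-sorted libraries alone (exact permutation test, p = 0.00952) and -22.5 points under the relaxed filter (exact permutation test, p = 0.013 unadjusted, adjusted p = 0.117 in a range of 0.0429 to 0.39 over the alternatives). A rise of classes other than T cells alone, or of T cells alone, is argued against as the whole cause, with differences of -33.5 points among NK and T cells (exact permutation test, p = 0.00649) and -45.7 points among immune cells other than T cells (exact permutation test, p = 0.013), neither of them past the threshold with the patient as a block (p = 0.125) or without batch correction (p = 0.0736 and 0.0693), nor the former under the relaxed filter (p = 0.0584). A rise of all other immune cells together cannot be told apart from a loss of NK cells, because shares give no number of cells per tissue, so the prediction set beforehand for NK and T cells could not exclude it. Differences between the tissues in blood content and in the release of cells during dissociation were not tested and stay open, as does a biological difference.

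T cells of the tissues, which the paper does not report on, differed in 1727 genes with the patient as a block (825 higher and 902 lower in tumor), while the test without a block called 0 with edgeR (1133 at an unadjusted p under 0.05, and 53 with DESeq2). A larger number of cells in the FOXP3-led and cycling clusters is argued against as the whole cause of the exhaustion list's rise, since 9 of its genes were higher, adjusted over the list alone, without those clusters and with the block over 3 patients, against 10 with them. FOXP3 itself stayed higher in tumor in all 13 other settings, the fits without those clusters included (log2 fold changes of at least 2.42). The median of the regulatory T cell list was -0.0090 in the blocked fit without those clusters. Regulatory T cells placed outside those clusters are therefore not excluded. The tumor with under 50 T cells is argued against, with 6 exhaustion genes higher without it (8 with it). With 3 or 4 pairs these calls rest on few patients, and RNA of hepatocytes was higher in the same T cell sums, so that free RNA stays open for genes other cells also express.

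Values far from the rest of their group were found 12 times in 104 groups tested, where chance gives about 1 in 20 (5.2). Beside the SPP1-rich tumor above, they were these. Monocytes and macrophages were 21.0% of immune cells in 1 adjacent liver, with 4.94% in the next. T cells were 59.97% of immune cells in 1 adjacent liver, with 35.3% in the next. SLC38A6 was lowest in 1 adjacent liver at a log2 CPM of 0.18 in monocytes and macrophages, and LINC01619 and MX2 were lowest in 1 tumor at a log2 CPM of 0.18, the value given to 0 counts. APOC1 was highest in 1 tumor at a log2 CPM of 14.1 in monocytes and macrophages. In T cells of tumor, 1 sample was lowest for CTLA4 (log2 CPM 3.61), and 1 sample was at 0 counts (log2 CPM -0.90) for FOXP3, GZMM, SLC4A10 and IL18RAP.

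For the 25 genes of monocytes and macrophages, chance is not excluded, as not all splits were run and most of those drawn ignore the pairs. Of 100 splits of the same samples, drawn from 126, only the real one gave as many, and the highest of the others gave 24. Like the real split, 12 of the others parted all 4 pairs, and these gave at most 4, while the rest, which kept at least 1 pair together, gave up to 24. The splits that part all pairs are too few for a share under 0.05. With the patient as a block, 8 exchanges of the tissues are too few as well. There the real value was 708 and the highest other 29. For T cells without a block, no gene passed, so that all 100 splits gave at least as many by construction and say nothing about chance. The highest of the others gave 106, as splits along a structure of the samples other than the tissue can do, which was not tested, their median was 0, and those that parted all pairs gave at most 3. With the block, the real value was 1727 and the highest of the other exchanges 1279, again with 8 exchanges too few for a share under 0.05.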

How the results depend on the processing

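Alternatives added after seeing the data are the matched patients without a block, macrophage clusters only, T cells without the FOXP3-led and cycling clusters, leaving out 1 sample for the lists, the block with 50 cells per sum, and clustering without tissue genes. In monocytes and macrophages the 25 genes became 230 with DESeq2, 141 without the low-count filter, 708 with the patient as a block, 120 in the same patients without the block, 76 with the relaxed filter, 2 with 50 cells per sum, 1004 with the block and 50 cells per sum, and 0 with edgeR in live-sorted libraries alone (406 at an unadjusted p under 0.05) and in macrophage clusters only (355, with 3 adjacent samples). Leaving out 1 sample gave 1 to 388. The limit of 50 cells leaves out 1 tumor sum of 22 cells, so the fit without that tumor gave the same 2 genes, with 0 lower. In T cells the count of 0 became 53 with DESeq2, 1727 with the patient as a block, 233 in the same patients without it, 4 with the relaxed filter, 16 without batch correction, 424 with the block but without the FOXP3-led and cycling clusters, 952 with the block and 50 cells per sum, and 0 to 37 with 1 sample left out. The cause was not tested, apart from fewer samples or genes where stated.

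The difference in the share of cells with an SPP1 UMI, 24.9 percentage points, kept its direction in all alternatives. It no longer passed with the patient as a block (33.6 points, exact sign-flip test over 3 pairs, p = 0.25), in live-sorted libraries (23.6, exact permutation test, p = 0.0571) and without single samples (6.51 to 32.7). Among those that no longer passed, it was 24.7 to 25.03. The share of the cluster with the highest SPP1 level, 6.28 points higher in tumor, kept its direction but not its adjusted p with the block (7.49), live-sorted libraries (4.78), the relaxed filter (17.0), doublets kept (3.93), no batch correction (4.20), resolution 1.0 (1.39), clustering without tissue genes (2.89) and in 9 of 10 fits without 1 sample (4.62 to 7.23 over all 10). It passed with SPP1 kept among the variable genes and at resolution 0.3. The highest cluster was chosen anew in each clustering. With resolution 0.3 and with the relaxed filter it was the Kupffer-like cluster, of 3163 and 2128 cells, so these 2 values belong to another population. At resolution 1.0 it was a cluster of 144 cells, ranked in 2 tumors. Fewer samples raise the smallest p an exact test can give. The 1 immune class past the threshold, NK cells, became 0 with the block, live-sorted libraries, the relaxed filter, doublets kept, no batch correction and, in 10 of 11 cases, 1 sample left out (0 to 1), with the share lower in tumor in all of these.

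Of 9 lists called in monocytes and macrophages, 1 held with an estimated correlation, and of 8 in T cells, 0 held, and 5 did without the FOXP3-led and cycling clusters. Directions turned in macrophage clusters only for S100A9 (log2 fold change 0.061), LUCAT1 (0.23), C1QA (-0.056) and C1QC (-0.086), and for the medians of resident Kupffer cell (-0.16), classical monocyte (0.018), class II antigen presentation (-0.16) and dissociation and stress (-0.10). With the block they turned for hypoxia and glycolysis (-0.044), and in T cells for naive and central memory (-1.19) and type I interferon response (0.37). With the block and 50 cells per sum they turned for immune suppression (0.18), and in T cells for IFNG (0.39), naive and central memory (-1.15), tissue residence (0.083) and type I interferon response (0.52). With the block and without the FOXP3-led and cycling clusters they turned for IFNG (0.63), regulatory T cell (-0.0090), naive and central memory (-1.02) and type I interferon response (0.51). In live-sorted libraries they turned for chemotaxis (-0.28) and, in T cells, myeloid RNA (-0.28), and with the relaxed filter for SOCS3 in T cells (0.086) and the share of T cells (-2.01 points). Leaving out 1 sample turned MARCO (-4.35 to 0.47), hypoxia and glycolysis (-0.18 to 0.23) and, in T cells, CXCL13 (-1.44 to 5.19), SOCS3 (-0.67 to 0.17), naive and central memory (-0.35 to 0.68) and SOCS and cytokine signaling (-0.23 to 0.11), each the lowest and highest value. Direction and side of the threshold were the same in 430 of 607 comparisons of named genes with alternatives in monocytes and macrophages and 338 of 401 in T cells, and in 173 of 208 and 184 of 216 for lists. Depth limits the share of cells with an SPP1 UMI, as 738 of the adjacent-liver cells were under 1000 UMIs.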

Differences from the paper's values

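The paper gives 7 tumors and 7 patients in all for the resection cohort. The labels also give 7 patients, but tumor libraries for 6 of them, since the seventh has only adjacent liver. The paper's count of recovered cells includes blood samples that are not among these files, so it was not set beside the count of tissue cells. The picture of Fig. S3 holds only its legend, so no share or level could be read from it. As the paper also states, the population with the highest SPP1 level came mainly from tumor. This population was a macrophage-like cluster, except with the relaxed cell filter or a resolution of 0.3, where the Kupffer-like cluster had the highest level (mean log2 ratios of 1.20 and 0.88 over the tumor's own monocytes and macrophages).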

Other observations

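The test of the FOXP3-led cluster was added after the data were seen. T cells of tumor held more cells of the cluster led by FOXP3, the regulator of regulatory T cells. This cluster was 17.9% ± 8.29 (SD, n = 6) of T cells in tumor and 5.62% ± 1.80 (SD, n = 5) in adjacent liver (two-sided exact permutation test, p = 0.0195), a call lost with the patient as a block (16.8 percentage points over 4 patients, exact sign-flip test, p = 0.125, the smallest it can give). No T cell gene passed edgeR without a block. With the patient as a block over 4 patients, 8 of 10 regulatory T cell genes were higher in tumor and none was lower (8 when adjusted over the list alone), among them FOXP3 (log2 fold change 4.09, adjusted p = 1.58e-21 from edgeR), CCR8, a chemokine receptor (3.06, adjusted p = 5.49e-11), and CTLA4, an inhibitory receptor (2.56, adjusted p = 7.93e-11). Of 11 exhaustion genes, 8 were higher and none was lower (10 when adjusted over the list alone), among them LAYN (3.44, adjusted p = 1e-17 from edgeR). Of 12 genes of mucosal-associated invariant T and innate-like T cells, 9 were lower and none was higher (11 when adjusted over the list alone), among them the transporter gene SLC4A10 (-3.35, adjusted p = 1.4e-17 from edgeR), IL23R (-2.50) and KLRB1 (-2.05). Of 12 cytotoxicity genes, 4 were lower (7 when adjusted over the list alone), with GZMM at -1.10 (adjusted p = 0.022 from edgeR). Cell cycle genes were higher, 8 of 11 (10 when adjusted over the list alone). Without the block camera called exhaustion (adjusted p = 2.83e-06), regulatory T cell (1.28e-06) and cell cycle (4.31e-09) higher and cytotoxicity (2.83e-06) and MAIT and innate-like (1.28e-06) lower, each with adjusted p = 0.131 with an estimated correlation. With the block, only cell cycle held with an estimated correlation (adjusted p = 0.0366). RNA of hepatocytes was higher in the same sums without the block (4 genes, median log2 fold change 7.51, adjusted p = 1.3e-05, and 0.131 with an estimated correlation), and so was RNA of myeloid cells (10 genes, adjusted p = 0.00393, and 0.462 with an estimated correlation).

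NK cells of the cluster led by GZMB and PRF1 were 64.3% ± 8.07 (SD, n = 5) of NK cells in adjacent liver and 47.3% ± 14.4 (SD, n = 5) in tumor, and those of the next cluster were 21.3% ± 3.55 (SD, n = 5) and 38.2% ± 19.3 (SD, n = 5). These differences were not tested. Of the other immune classes, monocytes and macrophages were 20.1% ± 18.3 (SD, n = 6) of immune cells in tumor and 6.22% ± 8.44 (SD, n = 5) in adjacent liver (exact permutation test, adjusted p = 0.539), and T cells 44.6% ± 17.6 (SD, n = 6) and 35.5% ± 14.2 (SD, n = 5) (exact permutation test, adjusted p = 0.539). Dendritic cells, neutrophils, plasmacytoid dendritic cells, mast cells, B cells and plasma cells had adjusted p between 0.539 and 0.779.

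The remaining lists gave these values. In monocytes and macrophages, camera placed matrix remodeling (8 genes, adjusted p = 0.00286, and 0.219 with an estimated correlation), chemotaxis (8 genes, 0.03 and 0.274), class II antigen presentation (10 genes, 0.016 and 0.29) and dissociation and stress (13 genes, 0.0168 and 0.274) higher in tumor. No gene of these 4 lists passed over all genes in the test without the block, and when adjusted over the list alone 1 matrix gene was higher and 1 lower. The block called 708 genes over all genes in place of 25, and its calls within the monocyte and macrophage lists of this paragraph are not given here. Type I interferon response (7 genes, 1 lower, 2 when adjusted over the list alone, adjusted p = 0.0862), inflammatory cytokines (8 genes, 1 lower when adjusted over the list alone, 0.831), immune suppression (9 genes, 0.831) and hypoxia and glycolysis (15 genes, 1 higher and 2 lower when adjusted over the list alone, 0.831, where the median log2 fold change of 0.03 and the test's direction, down, differed in sign) were not called. With under 3 tested members, RNA of hepatocytes (2 genes, median log2 fold change 3.23), neutrophils (2 genes, -1.66), endothelium (1 gene, -1.06) and cell cycle (2 genes, 1.17) had no camera test, and no gene of the lists for hepatocellular carcinoma, B and plasma cells, fibroblasts and red cells was tested. In T cells without the block, dissociation and stress was higher (13 genes, 1 higher when adjusted over the list alone, adjusted p = 0.000776, and 0.393 with an estimated correlation). Naive and central memory (9 genes, 0.589, where the median of 0.29 and the test's direction, down, differed in sign), tissue residence (9 genes, 0.27), type I interferon response (14 genes, 0.575) and SOCS and cytokine signaling (10 genes, 0.589) were not called. B and plasma cells (2 genes, median 0.11) and endothelium (1 gene, -0.85) had too few tested members, and none of the red cell genes was tested.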
